# Angiopoietin-like 4 governs diurnal lipoprotein lipase activity in brown adipose tissue

**DOI:** 10.1016/j.molmet.2022.101497

**Published:** 2022-04-10

**Authors:** Robin van Eenige, Wietse In het Panhuis, Milena Schönke, Céline Jouffe, Thomas H. Devilee, Ricky Siebeler, Trea C.M. Streefland, Hetty C.M. Sips, Amanda C.M. Pronk, Ruben H.P. Vorderman, Hailiang Mei, Jan Bert van Klinken, Michel van Weeghel, Nina H. Uhlenhaut, Sander Kersten, Patrick C.N. Rensen, Sander Kooijman

**Keywords:** Angiopoietin-like 4, Brown adipose tissue, Circadian/diurnal rhythms, Lipoprotein lipase, Peroxisome proliferator-activated receptor gamma, Transcriptomics

## Abstract

**Objective:**

Brown adipose tissue (BAT) burns fatty acids (FAs) to produce heat, and shows diurnal oscillation in glucose and triglyceride (TG)-derived FA-uptake, peaking around wakening. Here we aimed to gain insight in the diurnal regulation of metabolic BAT activity.

**Methods:**

RNA-sequencing, chromatin immunoprecipitation (ChIP)-sequencing, and lipidomics analyses were performed on BAT samples of wild type C57BL/6J mice collected at 3-hour intervals throughout the day. Knockout and overexpression models were used to study causal relationships in diurnal lipid handling by BAT.

**Results:**

We identified pronounced enrichment of oscillating genes involved in extracellular lipolysis in BAT, accompanied by oscillations of FA and monoacylglycerol content. This coincided with peak lipoprotein lipase (*Lpl*) expression, and was predicted to be driven by peroxisome proliferator-activated receptor gamma (PPARγ) activity. ChIP-sequencing for PPARγ confirmed oscillation in binding of PPARγ to *Lpl*. Of the known LPL-modulators, angiopoietin-like 4 (*Angptl4*) showed the largest diurnal amplitude opposite to *Lpl*, and both *Angptl4* knockout and overexpression attenuated oscillations of LPL activity and TG-derived FA-uptake by BAT.

**Conclusions:**

Our findings highlight involvement of PPARγ and a crucial role of ANGPTL4 in mediating the diurnal oscillation of TG-derived FA-uptake by BAT, and imply that time of day is essential when targeting LPL activity in BAT to improve metabolic health.

## Highlights

• The transcriptome and lipidome of brown fat show clusters with distinct circadian phases.
• The peak in metabolic brown fat activity is defined by activation of lipolytic processes.
• PPARγ shows oscillating binding to lipolytic genes and may drive diurnal brown fat activity.
• Genetic modulation of the lipoprotein lipase inhibitor *Angptl4* flattens rhythmic activity in brown fat.
• Time of day should be considered when studying the metabolic benefits of targeting brown fat.

## Abbreviations

ABCD1: ATP binding cassette subfamily D member 1
ACACA: Acetyl-CoA carboxylase
ACLY: ATP citrate lyase
ACSL1: Acyl-CoA synthetase long chain family member 1
ANGPTL: Angiopoietin-like
APO: Apolipoprotein
BAT: Brown adipose tissue
CD36: Cluster of differentiation 36
CEBPA: CCAAT/enhancer-binding protein alpha
CEBPB: CCAAT/enhancer-binding protein beta
CES1D: Carboxylesterase 1 D
ChEA3: ChIP-X enrichment analysis version 3
CIDEC: Cell death inducing DFFA like effector C
CLOCK: Circadian locomotor output cycles kaput
DBP: Nuclear receptor subfamily 1 group D member
DG: Diacylglycerol
DGAT2: Diacylglycerol O-acyltransferase 2
ELOVL: Elongation of very long chain fatty acids protein
FA: Fatty acid
FASN: Fatty acid synthase
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
GCK: Glucokinase
GPAT4: Glycerol-3-phosphate acyltransferase 4
GPR: G-protein-coupled receptor
GPIHBP1: Glycosylphosphatidylinositol anchored high density lipoprotein binding protein 1
GTF2I: General transcription factor II-I
HACD4: 3-hydroxyacyl-CoA dehydratase 4
HDL: High-density lipoprotein
HRMS: High-resolution mass spectrometry
iBAT: Interscapular brown adipose tissue
KO: Knockout
LPL: Lipoprotein lipase
MG: Monoacylglycerol
MT-CYTB: Mitochondrial cytochrome b
MT-ND: NADH-ubiquinone oxidoreductase chain
NOCT: Nocturnin
PLIN4: Perilipin 4
PLTP: Phospholipid transfer protein
PNPLA2: Patatin like phospholipase domain containing 2
PPARγ: Peroxisome proliferator-activated receptor gamma
PUFA: Poly-unsaturated fatty acid
qPCR: Quantitative polymerase chain reaction
RPLP0: 60S acidic ribosomal protein P0
sBAT: Subscapular brown adipose tissue
SCD1: Stearoyl-CoA desaturase-1
SREBF1: Sterol regulatory element-binding transcription factor 1
TECR: Trans-2,3-enoyl-CoA reductase
TG: Triglyceride
Tg: Transgenic overexpression
TRL: Triglyceride-rich lipoprotein
UCP1: Uncoupling protein 1
UPLC: Ultra-performance liquid chromatography
WAT: White adipose tissue
WT: Wild type
ZT: *Zeitgeber* time

## 1 Introduction

White adipose tissue (WAT) is the most abundant type of adipose tissue that humans and other mammals have, which primarily stores energy from food. In contrast, the main function of brown adipose tissue (BAT) is to convert energy into heat, a process known as non-shivering thermogenesis. These two types are intertwined and highly related to one another as for example white adipocytes are capable of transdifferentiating into so-called beige adipocytes with brown-like characteristics. Brown and beige adipocytes produce heat via expression of uncoupling protein 1 (UCP1), which dissipates the mitochondrial proton motive force generated by fatty acid (FA) oxidation thereby releasing energy as heat [1]. Cold exposure is the main physiological activator of non-shivering thermogenesis and triggers the breakdown of intracellularly stored triglycerides (TGs) into FAs. To replenish intracellular lipid stores, BAT takes up glucose and FAs from circulating TG-rich lipoproteins (TRLs) [2]. Consequently, the uptake of nutrients by BAT can be used as a proxy for the presence and metabolic activity of this tissue [[3], [4], [5], [6]]. Importantly, because BAT has the capability of clearing large amounts of glucose and TG-derived FAs from the circulation, many favorable metabolic effects have been attributed to its thermogenic activity in mice, including the protection from atherosclerosis development [7]. Likewise, the presence of active BAT in humans has been associated with cardiometabolic health [8], highlighting its potential as therapeutic target.

We and others have shown that nutrient uptake by BAT is characterized by strong diurnal oscillations, with peak uptake of glucose and TG-derived FAs around wakening [[9], [10], [11], [12], [13], [14], [15]]. This diurnal pattern is most likely related to the daily need for non-shivering thermogenesis to maintain body temperature and/or facilitate the rise in body temperature prior to wakening. We hypothesized that insight in the mechanism driving oscillations of BAT activity may lead to the identification or optimization of strategies to promote thermogenesis, and may provide an explanation for the increased incidence of cardiometabolic diseases among shift workers [16]. Thus far, studies in rodents have revealed that, for example, the core-clock protein REV-ERBA suppresses *Ucp1* expression during the wakeful (active) phase [17]. Interestingly, cold exposure appears to add an extra dimension to the diurnal regulation of BAT as it suppresses *Nr1d1* expression (encoding REV-ERBA) to relieve the inhibition on *Ucp1* expression [17]. Similarly, Adlanmerini et al. [18] recently revealed that cold exposure introduces oscillation of genes involved in *de novo* lipogenesis with peak expression near the end of the feeding (active) phase of mice, which probably serves to provide BAT with extra fuel to maintain body temperature during the resting (inactive) phase and/or for combustion towards the start of the subsequent wakeful phase.

Here we aimed to gain further insight into the diurnal regulation of metabolic BAT activity. To this end we used an unbiased RNA sequencing and lipidomics approach in BAT of mice, and identified angiopoietin-like (*Angptl*)*4* as critical mediator in the diurnal regulation of lipoprotein lipase (LPL) activity, thereby governing the diurnal regulation of TG-derived FA-uptake by BAT.

## 2 Results & discussion

### 2.1 The transcriptome of murine brown adipose tissue consists of four clusters with distinct oscillating expression phases

RNA-sequencing was performed on interscapular BAT (iBAT) samples collected at 3-hour intervals throughout a 24-hour period from chow-fed male C57BL/6J mice exposed to mild cold (22 °C, which is approximately 8 °C below the thermoneutral zone [19]). All mice were entrained to a 12h:12h light:dark cycle, and therefore time is denoted as *Zeitgeber* Time (ZT) where ZT0 indicates the onset of the light (inactive) phase. Oscillation of transcripts was assessed by JTK cycle analysis, which provided the phase, amplitude, and significance values for each transcript and showed that in total, 5,486 genes (40.5% of all expressed genes; Figure 1A) were oscillating (*P* < 0.05) (full details are provided in supplementary file: ‘RNA-sequencing’). Within this selection of oscillating genes, hierarchical clustering of standardized residuals identified four gene clusters with distinct expression phases (Figure 1A). Additional horizontal clustering showed that samples collected at the same or sequential time points clustered together, highlighting their close similarities (Suppl Fig S1). On the four identified gene clusters, we carried out gene ontology and transcription factor enrichment analyses.

**Figure 1:**
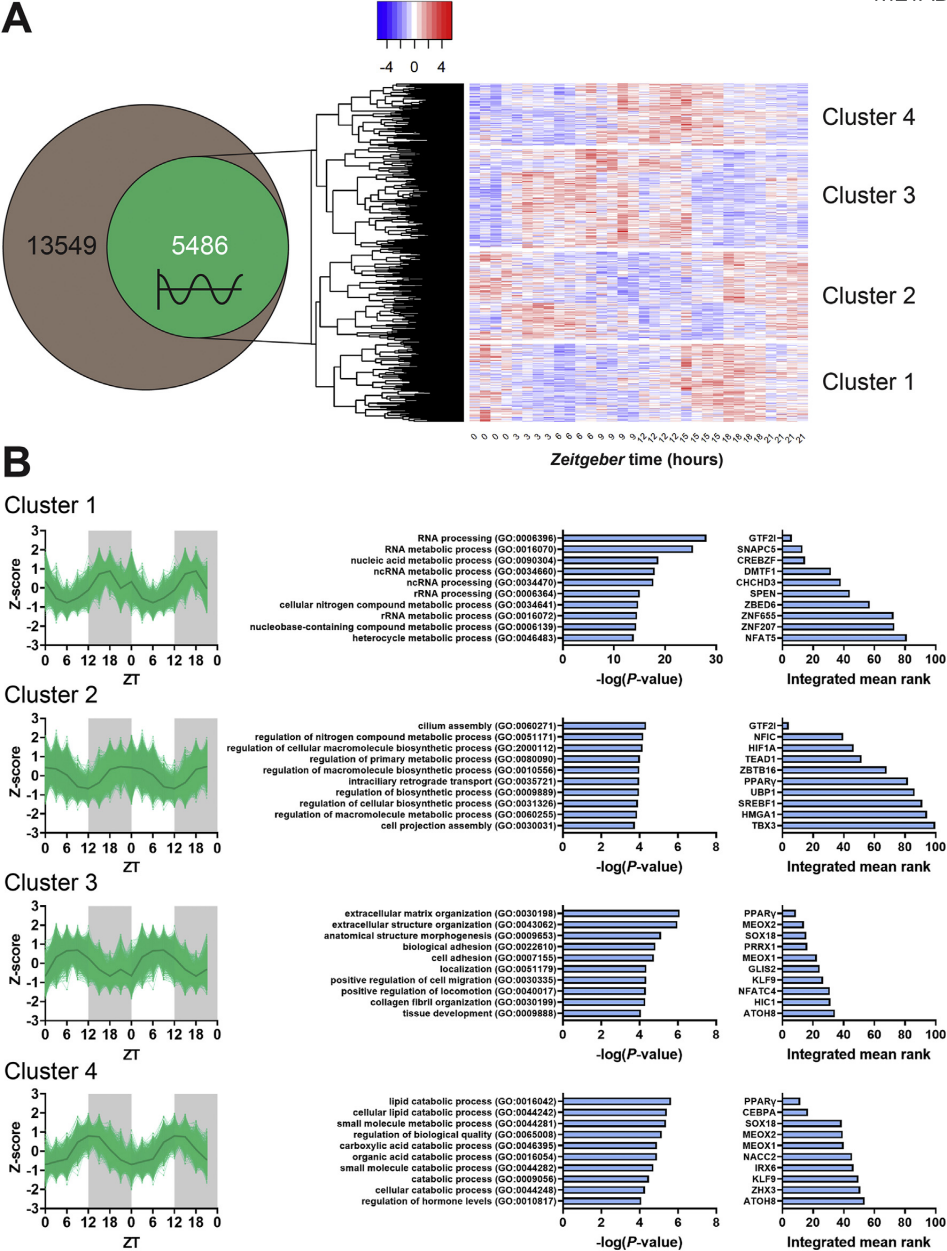
**The transcriptome of murine brown adipose tissue consists of four clusters with distinct oscillating expression phases**. Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total (*n* = 4 per time point), which were used to perform RNA-sequencing. Oscillation was assessed by JTK, and **(A)** oscillating (*P* < 0.05) genes as a subset of all expressed genes were visualized in a Venn diagram. Hierarchical clustering of standardized residuals (Z-scores) of all oscillating genes was visualized in a heat map and **(B)** expression of genes within the four major clusters was double plotted for visual purposes. Functional enrichment by gene ontology was performed on each cluster, as well as enrichment by transcription factor of which top 10 hits are depicted. ATOH8, atonal BHLH transcription factor 8; CEBPA, CCAAT enhancer binding protein alpha; CHCHD3, coiled-coil-helix-coiled-coil-helix domain containing 3; CREBZF, CREB/ATF BZIP transcription factor; DMTF1, cyclin D binding MYB like transcription factor 1; GLIS2, GLIS family zinc finger 2; GTF2I, general transcription factor IIi; HIC1, HIC ZBTB transcriptional repressor 1; HIF1A, hypoxia inducible factor 1 subunit alpha; HMGA1, high mobility group AT-hook 1; IRX6, iroquois homeobox 6; KLF9, Kruppel like factor 6; MEOX1, mesenchyme homeobox 1; MEOX2, mesenchyme homeobox 2; NACC2, NACC family member 2; NFAT5, nuclear factor of activated T cells 5; NFATC4, nuclear factor of activated T cells 4; NFIC, nuclear factor I C; PPARγ, peroxisome proliferator activated receptor gamma; PRRX1, paired related homeobox 1; SNAPC5, small nuclear RNA activating complex polypeptide 5; SOX18, SRY-box transcription factor 18; SPEN, spen family transcriptional repressor; SREBF1, sterol regulatory element binding transcription factor 1; TBX3, T-box transcription factor 3; TEAD1, TEA domain transcription factor 1; UBP1, upstream binding protein 1; ZBED6, zinc finger bed-type containing 6; ZBTB16, zinc finger and BTB domain containing 16; ZHX3, zinc fingers and homeoboxes 3; ZNF, zinc finger protein.

Cluster 1 (consisting of 1,314 genes) showed peak expression around ZT18 (Figure 1B) and was enriched in genes involved in posttranscriptional RNA processing (top hit GO:0006396; *P* = 7.77 · 10^−29^) (Figure 1B). These pathways are under direct control of the cellular clock machinery and contribute to the circadian regulation of gene expression in many tissues [20].

Cluster 2 (consisting of 1,499 genes) peaked around the onset of the light phase at ZT0 (Figure 1B), and was enriched in genes involved in metabolic and biosynthetic processes, with the top hit being cilium assembly (GO:0060271; *P* = 4.56 · 10^−7^) (Figure 1B). This is of interest because primary cilia have a pivotal role in signaling pathways, including the transduction of signals that promote adipogenesis. In addition, many G-protein-coupled receptors (GPR) have been found to be selectively targeted by cilia. Whether this is true for the GPRs implicated in BAT functioning such as the β-adrenergic receptors [21,22], GPR120 [23] and GPR3 [24] is unknown, but represents an interesting topic for further studies.

Transcription factor enrichment analysis identified general transcription factor II-I (GTF2I) as a potential mediator of the gene expression in clusters 1 and 2 (Figure 1B). GTF2I is involved in various aspects of general cell physiology and is known to interact with the circadian locomotor output cycles kaput (CLOCK) [25]. Within cluster 2, also oscillating genes involved in *de novo* lipogenesis were identified (Suppl Fig S2) in line with recent findings [18], including ATP citrate lyase (*Acly*) and acetyl-CoA carboxylase (*Acaca*). Glucokinase (*Gck*), another gene involved in *de novo* lipogenesis, displayed oscillation with a slightly earlier peak expression at ZT18 corresponding to cluster 1. Despite the sub-thermoneutral housing temperature of 22 °C, no oscillations were identified for FA synthase (*Fasn*)*,* stearoyl-CoA desaturase-1 (*Scd1*), and elongation of very long chain FAs protein (*Elovl*)*3* (Suppl Fig S2). This indicates that the dependency on *de novo* lipogenesis may be determined by the degree of cold exposure, as severe cold stress induces oscillations of more *de novo* lipogenic genes [18] than we observed at mild cold stress.

Cluster 3 (consisting of 1,660 genes) had a peak expression around ZT8 (Figure 1B), and was enriched in genes involved in among others cellular organization, adhesion, and localization, with extracellular matrix organization as top hit (GO:0030198; *P* = 7.92 · 10^−7^; Figure 1B). As yet, little is known about the interaction between circadian clocks and the cellular microenvironment in BAT or other tissues, which thus warrants further exploration.

Lastly, cluster 4 (consisting of 1013 genes) was identified with peak expression around ZT14 (Figure 1B), coinciding with the previously reported peak in metabolic BAT activity as defined by TG-derived FA-uptake [13]. Correspondingly, this cluster showed enrichment in catabolic processes, with the top hit being lipid catabolic process (GO:0016042; *P* = 2.31·10^−6^) (Figure 1B).

Transcription factor enrichment analysis revealed peroxisome proliferator-activated receptor gamma (PPARγ) as the top hit for both cluster 3 and 4. PPARγ senses the energy status of the cell to regulate lipid uptake and storage, and in fact has often been described as an important circadian transcription factor in adipose tissue [26,27]. Its expression is regulated by CCAAT/enhancer-binding protein alpha (CEBPA), which we identified as first hit following PPARγ in cluster 4 (Figure 1B), and its activity is enhanced upon interaction with the circadian protein nocturnin (NOCT) [26,28]. In our dataset, *Cebpa* expression by itself was found oscillating within cluster 3, while expression of *Pparg* itself and *Noct* were not oscillating (data not shown), likely because PPARγ is broadly regulated at the post-transcriptional level [26]. Strikingly, transcription factor enrichment analysis on the top 100 genes with the largest absolute oscillation amplitude among all oscillating genes also identified PPARγ as the top hit (Suppl Fig S3). CEBPA, and CCAAT/enhancer-binding protein beta (CEBPB), both regulators of PPARγ, also showed up in the top 10 of this transcription factor enrichment analysis, as well as sterol regulatory element binding transcription factor 1 (SREBF1) (also known as SREBP1), which is required for *de novo* lipogenesis [29] and is regulated by PPARγ [30]. Collectively, these data predict a central role for PPARγ in driving transcriptional oscillation within BAT, likely mediated by post-transcriptional regulation.

To obtain further insight in the processes that take place during the time that BAT is metabolically most active (*i.e.*, around ZT12), relative amplitudes of individual genes were compared within clusters 3 and 4 (Suppl Table S1). We identified nuclear receptor subfamily 1 group D member 1 (*Nr1d1*) and D-box binding protein (*Dbp*), both involved in the core clock machinery, as the genes with largest relative amplitude in cluster 3 and 4, respectively. The genes that follow in cluster 3 are involved in a broad variety of cellular processes including cytokine binding and amino acid metabolism, while the three genes that follow in cluster 4 are all involved in the cellular core clock machinery.

Although of interest, these data do not explain the diurnal metabolic activity in BAT, and we therefore proceeded with comparing absolute amplitudes of individual genes (Suppl Table S1). NADH-ubiquinone oxidoreductase chain 1 (*mt-nd1*), a subunit of NADH dehydrogenase critical for the electron transport chain, was identified as the gene with the highest diurnal amplitude within the third cluster, with estimated peak expression near ZT8. The four genes that follow within this cluster encode for mitochondrial complexes and *Ucp1*, suggesting that large diurnal changes in mitochondrial dynamics are required for the flexible regulation of FA combustion [[31], [32], [33]].

Interestingly, we identified a large absolute diurnal amplitude for *Lpl*, encoding for the protein responsible for liberating FAs from TRLs [2], in cluster 4 with estimated peak expression at ZT12. Other genes with large amplitudes in clusters 3 and 4 were identified as being involved in lipid storage (*i.e.* glycerol-3-phosphate acyltransferase 4 (*Gpat4*), diacylglycerol O-acyltransferase 2 (*Dgat2*), cell death inducing DFFA like effector C (*Cidec*), and Perilipin 4 (*Plin4*)) and intracellular lipolysis (*i.e.* acyl-CoA synthetase long chain family member 1 (*Acsl1*), patatin like phospholipase domain containing 2 (*Pnpla2*), and carboxylesterase 1 D (*Ces1d*)).

To substantiate the idea that PPARγ is involved in the regulation of diurnal gene expression in clusters 3 and 4, we performed chromatin immunoprecipitation (ChIP)-sequencing for PPARγ on pooled iBAT samples. 

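PPARγ is a nuclear receptor that binds DNA as a dimer with the retinoid X receptor. In ChIP-sequencing, chromatin is cross-linked and sheared, the fragments held by an antibody are sequenced, and the number of reads over a site follows the amount of protein bound there. iBAT of 10-week-old male C57BL/6J mice, an inbred laboratory strain, was pooled at each of 8 time points, taken every 3 h from ZT0 to ZT21, where ZT0 is the start of the 12-h light phase. Each pool held tissue of 8 mice according to the ChIP method and the figure legends, while the section on animals gives 4 mice per time point. The ChIP method gives approximately 45 mg of iBAT per mouse combined, and the sample labels give 250 to 350 mg per pool. Chromatin of each pool was incubated with 8 μg of PPARγ antibody, and 1 library was sequenced per pool. No time point was replicated, so the spread between mice or between preparations could not be estimated, and every test rests on how the 8 libraries are ordered in time. An input library, made from chromatin without immunoprecipitation at ZT12, was not analysed here.

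The authors mapped the reads to the mouse genome mm10 (GRCm38), called peaks in each library, kept the peaks with a false discovery rate under 0.05 in at least 6 of the libraries, and deposited the number of reads per peak and library without normalization. The reads counted in peaks were 30941358 at ZT0, 33872482 at ZT3, 34264812 at ZT6, 32876073 at ZT9, 31568273 at ZT12, 31899166 at ZT15, 29572225 at ZT18 and 30361935 at ZT21, with a median of 31733719. The highest total was 1.16 times the lowest. These totals hold only reads in peaks, so the full depth of each library is unknown here. Averaged over the libraries, the median peak had 224 reads, and the smallest count of any peak in any library was 8.

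Counts were divided by library totals adjusted with edgeR's trimmed mean of M-values (TMM) factors, which ranged from 0.959 at ZT6 to 1.04 at ZT18, and are called normalized counts. Oscillation was assessed with JTK-cycle, which compares the order of the values in time with 15 combinations of period (21 or 24 h) and phase, and multiplies the smallest P value by that number. For 8 values, the exact null distribution allows only a few adjusted P values, of which the lowest are 0.000744, 0.00595, 0.0260 and 0.0826. The LAG is the estimated number of hours from ZT0 to the highest value, in steps of 1.5 h.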

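The deposited table holds 66066 peaks, and 7686 of them (11.6%) had an adjusted P value under 0.05 in JTK-cycle with TMM-normalized counts. Of the 40320 possible orders of 8 values, 1.86% pass this threshold, which corresponds to 1226 peaks by chance. The smallest exact P value the design allows was reached by 508 peaks, compared with 49 expected by chance. After Benjamini-Hochberg adjustment over all peaks, 0 peaks had a q value under 0.05, and the smallest q value from the exact JTK test was 0.0968. The exact P values are so coarse that a q value under 0.05 would need more peaks at the smallest ones than were found. The 0 therefore reflects this coarseness as well as the data. The period was 24 h for 3458 oscillating peaks and 21 h for 4228, and the median relative amplitude was 18.6% of a peak's mean normalized count. Of the alternative settings, a threshold of 0.01 in place of 0.05 moved the number most, to 3079 peaks. A cosine with a period of 24 h, fitted to the counts by edgeR's quasi-likelihood method with 5 residual degrees of freedom, gave 8842 peaks with a Benjamini-Hochberg adjusted P value under 0.05.

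The most common LAG was 6 h, estimated for 1277 oscillating peaks (16.6%). The LAG lay between 3 and 9 h in 42.8% of the oscillating peaks and from 13.5 h to before 21 h in 41.7%. This division depends on the normalization. With counts divided by library totals alone, 8123 peaks oscillated, of which 5858 were also called with TMM. In that setting the most common LAG was 18 h (1414 peaks), 26.7% of the oscillating peaks had a LAG between 3 and 9 h, and 56.8% had a LAG from 13.5 h to before 21 h. With cyclic loess normalization, which removes trends of change with peak strength, the most common LAG was 6 h (985 peaks), while 37.3% of the oscillating peaks had an early LAG by the same limits and 45.1% a late one.

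**Figure D1:**
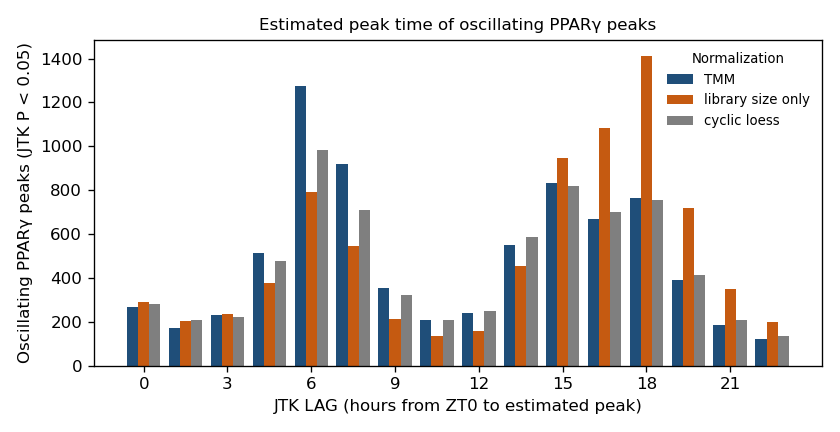
Number of oscillating PPARγ peaks (adjusted JTK P value under 0.05, vertical axis) at each estimated peak time (LAG in hours from ZT0, horizontal axis) under 3 normalizations, shown as bars in blue (TMM), orange (library size only) and gray (cyclic loess). At 6 h there were 1277 peaks with TMM, 794 with library size only and 985 with cyclic loess, and at 18 h there were 763, 1414 and 757.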

Out of 66,066 peaks (*i.e.* PPARγ binding sites), 8,153 demonstrated diurnal oscillation as determined by JTK-cycle analysis (full details are provided in supplementary file: ‘ChIP-sequencing’). 

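For gene assignment, the nearest start site among 45756 curated RefSeq transcripts of GRCm38 was taken for each peak. A start site was assigned to 66059 peaks, and the other 7 lie on unplaced scaffolds or the mitochondrial chromosome. In total, 16701 genes had at least 1 peak and 4924 had at least 1 oscillating peak. When only start sites within 10 kb of a peak were used, 2257 genes had an oscillating peak. Of the peaks that the available part of the paper's supplementary table assigns to a gene, 1767 of 1888 (93.6%) were assigned to the same gene here. The gene with the nearest start site is not always the gene the peak lies in, as the strongest oscillations show.

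Among oscillating peaks with a mean normalized count of at least 100, the largest relative amplitude was 84.9%, on chromosome 2 from 104594157 to 104595406 in intron 1 of Cstf3, with a LAG of 15 h. The next, with a relative amplitude of 80.2% and a LAG of 0 h, lies on chromosome 5 from 36282981 to 36285056 in intron 1 of Sorcs2, while the nearest start site is that of the microRNA gene Mir7689. A peak in intron 13 of Dym, on chromosome 18 from 75179860 to 75181610, had a relative amplitude of 78.6% and a LAG of 15 h, and its nearest start site is that of 2010010A06Rik. An intergenic peak on chromosome 10 from 29671827 to 29672633, nearest to Rspo3, had a relative amplitude of 75.9% and a LAG of 13.5 h. The fifth, with a relative amplitude of 75.04% and a LAG of 6 h, lies on chromosome 5 from 8157405 to 8158101 in intron 7 of Adam22, and its nearest start site is that of Sri. From its lowest to its highest time point, the normalized count of this peak went from 45.8 at ZT18 to 411 at ZT6. It holds AGGTCAGAGGACA, which has 1 mismatch to the PPARγ recognition element AGGTCANAGGTCA (a direct repeat spaced by 1 base, DR1). The peak nearest to Rspo3 holds an element with 2 mismatches, and in the peaks in Cstf3, Sorcs2 and Dym 0 elements with at most 2 mismatches were found.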

Peaks were annotated to genes associated with the nearest transcriptional start site, and these data were used to identify the genes with oscillating PPARγ binding and oscillating gene expression (Figure 2A; Suppl Fig S4). Strikingly, within cluster 4, genes with oscillating PPARγ binding showed gene ontology enrichment in (lipid) catabolic processes (Figure 2B), while genes with non-oscillating PPARγ binding did not show such enrichment (Suppl Fig S5). These data suggest a role of PPARγ in regulating transcription of genes involved in intracellular and extracellular lipolysis when BAT is metabolically most active. This notion is further strengthened by strong oscillations in PPARγ binding to sites annotated to abovementioned genes with largest diurnal amplitude (Suppl Table S1) that are involved in lipid storage and intracellular lipolysis (*i.e. Acsl1, Ces1d*, *Dgat2*, *Gpat4*, *Plin4* and *Pnpla2*), with estimated peaks in PPARγ binding on average 2 h prior to estimated peak in gene expression (Suppl Fig S6). 

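Fig. S6 shows 12 peaks, of which 5 belong to Acsl1, 2 to Dgat2, 2 to Gpat4 and 1 each to Ces1d, Plin4 and Pnpla2. With TMM-normalized counts, 11 of the 12 peaks oscillated, at exact adjusted JTK P values of 0.0260 for 9 peaks and 0.00595 for the peak of Plin4 and the more distant peak of Dgat2. The Pnpla2 peak had an exact adjusted P value of 0.0826, and 0.0260 when counts were divided by library totals alone. After cyclic loess normalization, 6 of the 12 peaks oscillated.

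The time between the estimated peak in PPARγ binding and the estimated peak in gene expression was taken as the LAG in the paper's RNA-sequencing results minus the LAG of binding. Binding preceded expression by 2.5 ± 3.09 h (SD, n = 12 peaks). The peaks of 1 gene share the same expression LAG, so they are not independent replicates, and the mean over the 6 genes of each gene's own mean was 3.78 h. Both means include the Pnpla2 peak, although it did not pass the threshold for oscillation with TMM. Dividing counts by library totals alone gave a mean over the peaks of 2 h. At Plin4, binding had a LAG of 6 h and expression 13.5 h in the paper's results, a lead of 7.5 h, and at Pnpla2 the lead was 6 h. At Ces1d, binding had a LAG of 13.5 h and expression 18 h, a lead of 4.5 h. The lead was 3 h and 0 h for the peaks of Dgat2, and 1.5 h and 3 h for those of Gpat4. At Acsl1, whose expression LAG is 9 h in the paper's results, 3 peaks led by 3 h, 1 peak had the same LAG as expression and 1 peak in intron 4 followed expression, with a LAG of 13.5 h. Over the 12 peaks, the lead ranged from -4.5 to 7.5 h. An early LAG of binding is not particular to these genes. With TMM, 79.8% of oscillating peaks in the strongest 10% by mean count had a LAG between 3 and 9 h. With cyclic loess this share was 41.7%, and the mean lead over the 12 peaks was 1.63 h.

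The paper reasons that PPARγ binding near genes of lipid storage and intracellular lipolysis oscillates and reaches its estimated peak before the expression of these genes does. The paper takes this as strengthening its proposal that PPARγ has a role in the transcription of lipolysis genes at the time when BAT is metabolically most active. The proposal itself comes from the gene ontology enrichment within cluster 4. The paper found it for genes with oscillating PPARγ binding (Fig. 2B) and not for those with non-oscillating binding. Its transcription factor enrichment had already named PPARγ as the top hit for cluster 4.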

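Lpl lies on the forward strand of chromosome 8 of GRCm38 from 68880555 to 68906932 and has 10 exons in the curated transcript. The peaks plotted in Fig. S7 have their nearest start site at Lpl, and 6 of 6 had an adjusted P value under 0.05. The exact adjusted JTK P value was 0.00595 for the peak from 68864768 to 68867421 and 0.0260 for each of the others. Upstream of the gene lie 3 intergenic peaks, from 68852313 to 68853314, from 68859986 to 68861512, and the peak at 68864768, centred 27742, 19806 and 14461 bases from the start site. The other 3 peaks lie within the gene, from 68886049 to 68889988 with its centre in intron 2, from 68895568 to 68896457 with its centre in intron 5, and from 68901353 to 68905357 with its centre in intron 9. The LAG was 6 h for the peak in intron 2 and 7.5 h for the other 5. In the paper's RNA-sequencing results, the LAG of Lpl expression is 12 h, so binding at these sites led by 4.5 to 6 h. A DR1 element with at most 2 mismatches among its 12 fixed bases was found in 1 of the peaks, in intron 5, as AGGTCAGAGGATA on the reverse strand from 68896233 to 68896245.

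The number of oscillating Lpl peaks was also 6 with library totals only, DESeq2's size factors and upper-quartile factors, while it was 5 with cyclic loess and 4 when only a period of 24 h was tried. Without the ZT6 library, 1 of the peaks still had an adjusted P value under 0.05.

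**Figure D2:**
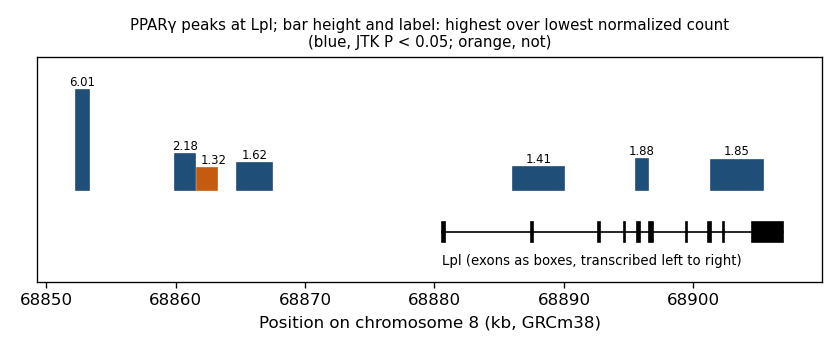
PPARγ peaks around Lpl along chromosome 8 (horizontal axis, position in kb, GRCm38), drawn to scale above the exons of the gene (black boxes). The height of each box and its label give the highest over the lowest normalized count among the 8 time points for the 6 peaks plotted in Fig. S7 (blue, 1.41 to 6.01) and for the neighboring peak that Fig. S4 shows as non-oscillating (orange, 1.32).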

Notably, six oscillating binding sites that were annotated to *Lpl* could be identified with estimated peak in PPARγ binding at ZT6-7.5 (Suppl Fig S7).

**Figure 2:**
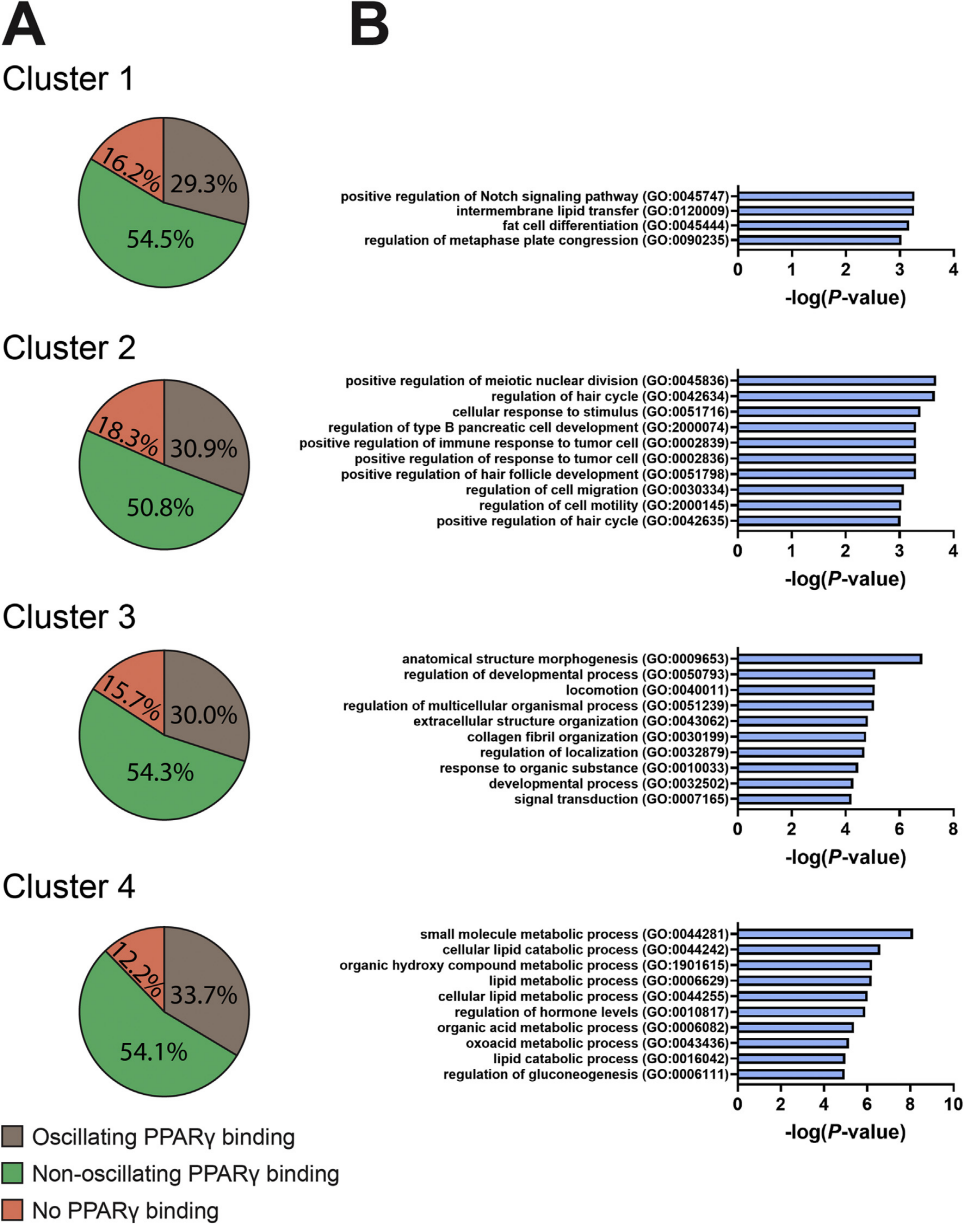
**Enrichment for (lipid) catabolic processes in oscillating genes with oscillating PPARγ binding**. Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total (*n* = 8 per time point). On pooled samples, chromatin immunoprecipitation (ChIP)-sequencing was performed for PPARγ, and oscillation of peaks was assessed by JTK. Peaks were annotated, and within each of the four gene clusters with distinct expression phases as identified by RNA-sequencing (Figure 1), **(A)** proportions of genes with oscillating (*P* < 0.05) PPARγ binding, non-oscillating PPARγ binding, or no PPARγ binding were visualized in Pie charts. **(B)** Functional enrichment by gene ontology was performed on the genes with oscillating PPARγ binding, and top 10 hits are depicted. For cluster 1, all four hits are depicted.

From these results we interpret that intracellular lipolysis at the end of the light (inactive) phase serves to supply BAT with fuel for thermogenesis. This seems to be followed by storage of FA taken up from the circulation after hydrolysis of TRLs by LPL and subsequent lipogenesis around the onset of the dark (active) phase, likely in order to replenish intracellular lipid stores. PPARγ likely mediates as a driving factor in the transcriptional control of genes involved in the uptake, storage, and intracellular lipolysis of lipids.

### 2.2 Oscillations of genes involved in intracellular and extracellular lipolysis are in synchrony with oscillations of fatty acids and monoacylglycerols

To investigate how diurnal transcriptional oscillations relate to diurnal changes in lipid content, we next carried out ultra-performance liquid chromatography (UPLC)-high-resolution mass spectrometry (HRMS)-based lipidomics on the same iBAT samples. Out of 1,941 measured lipid species, 430 demonstrated diurnal oscillation as analyzed by JTK (Figure 3A) (full details are provided in supplementary file: ‘Lipidomics’). For 11 of those lipid species, concentrations in some samples were below the detection limit and were therefore excluded from further analysis. Standardized residuals of oscillating lipids were subjected to hierarchical clustering, which identified three clusters (Figure 3A–B), with estimated peaks at ZT7 (cluster 1; 247 lipids), ZT21 (cluster 2; 78 lipids), and ZT16 (cluster 3; 94 lipids) (Figure 3B). A heatmap with additional horizontal (*i.e.* sample) clustering is presented in Suppl Fig S8. Cluster 1 (peak at ZT7) contained 48 of the 60 oscillating diacylglycerols (DGs), of which 39 had at least one long acyl chain (≥C18:x), reflecting ongoing FA elongation during this period likely serving to store energy for efficient combustion at the start of the next wakeful phase. Correspondingly, of the six oscillating genes involved in FA elongation, ATP binding cassette subfamily D member 1 (*Abcd1*), *Elovl5*, 3-hydroxyacyl-CoA dehydratase 4 (*Hacd4*), and trans-2,3-enoyl-CoA reductase (*Tecr*) showed peak expression throughout the light phase (Suppl Fig S9).

**Figure 3:**
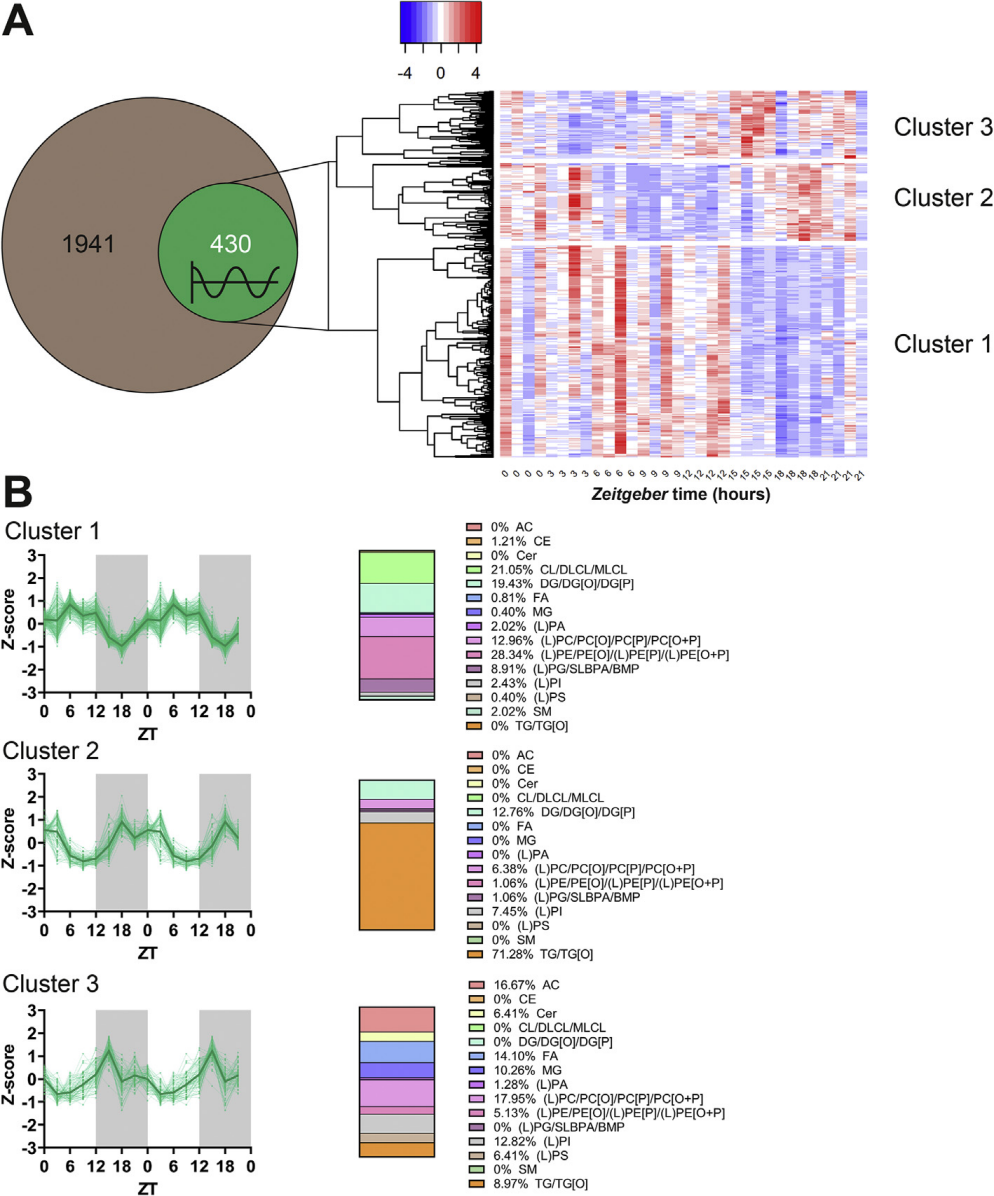
**The lipidome of murine brown adipose tissue consists of three clusters with distinct oscillating phases**. Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total (*n* = 4 per time point), which were used to perform ultra-performance liquid chromatography (UPLC)-high-resolution mass spectrometry (HRMS)-based lipidomics. Oscillation was assessed by JTK, and **(A)** oscillating (*P* < 0.05) lipid species as a subset of all measured lipids were visualized in a Venn diagram. Hierarchical clustering of standardized residuals (Z-scores) of oscillating lipid species was visualized in a heat map and **(B)** levels within the three major clusters were double plotted for visual purposes. Within each cluster, the contribution of each lipid category to its composition is presented. AC, acylcarnitine; CE, cholesteryl ester; Cer, ceramide; CL, cardiolipin; DG, diacylglycerol; DLCL, dilysocardiolipin; FA, fatty acid; LPA, lysophosphatic acid; LPE, lysophosphatidylethanolamine; MG, monoacylglycerol; LPG, lysophosphatidylglycerol; LPI, lysophosphatidylinositol; LPS, lysophosphatidylserine; MLCL, monolysocardiolipin; PA, phosphatic acid; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PG, phosphatidylglycerols; PI, phosphatidylinositols; PS, phosphatidylserine; SM, sphingomyelin; TG, triglyceride. [O] and [P] refer to the presence of an alkyl ether or 1Z-alkenyl ether substituent, respectively.

Cluster 2 (peak ZT21) contained the remaining oscillating DGs, characterized by primarily short or medium acyl chains (<C18:x). In addition, this cluster contained 67 of the 74 oscillating TGs (Figure 3B), probably as the result of food intake, *de novo* lipogenesis, and metabolically inactive BAT.

Cluster 3 (peak ZT16) contained 11 of the 13 oscillating FAs and eight of the nine oscillating monoacylglycerols (MGs; Figure 3B). These data are in concordance with our previous observations in young mice [34], and consistent with a peak in lipolytic activity at the onset of the dark (active) phase as indicated by the RNA-sequencing data and previous functional data on TG-derived FA-uptake by BAT [13], as both intracellular and extracellular lipolysis yield MGs and FAs. Of note, five of the identified FAs within cluster 3 are poly-unsaturated FAs (PUFAs), which are known ligands for PPARγ [35] and UCP1 [36] and therefore likely contribute to thermogenic activation of the tissue followed by the uptake and storage of TG-derived FA from the circulation.

### 2.3 The lipoprotein lipase pathway follows diurnal oscillations with a peak at the onset of the active phase

We observed peak expression of genes involved in lipid catabolic processes around ZT12 (onset of the dark phase) and identified *Lpl* as the gene with the largest amplitude within this cluster, highlighting its relevance in the diurnal oscillation of TG-derived FA-uptake by BAT [13]. To delineate which components of this TRL-processing pathway are oscillating, we next characterized the diurnal expression of genes involved in the LPL-mediated lipolytic processing of TRLs, as well as cellular uptake and transport of TG-derived FAs. Hereto, we visualized the diurnal oscillations of a manual selection of genes related to LPL-mediated TRL processing, including the LPL-regulators *Angptl3*, *Angptl4*, and *Angptl8*, apolipoprotein (*Apo*)*c1*, *Apoc2*, *Apoc3*, *Apoa5* [37], and related genes including glycosylphosphatidylinositol anchored high density lipoprotein binding protein 1 (*Gpihbp1*), FA transporter cluster of differentiation 36 (*Cd36*), and phospholipid transfer protein (*Pltp*). Strikingly, besides the strong oscillation of *Lpl* expression (Figure 4A), expression of the LPL-inhibitors [38,39] *Angptl4* and *Angptl8* was found to oscillate with high amplitude, while expression of *Angptl3* was low and not oscillating (Figure 4B–D). In particular, the expression of *Angptl4* showed a 5-fold difference between highest (ZT3) and lowest (ZT15) measured levels opposing the oscillation of *Lpl* expression (Figure 4B). It was previously reported that in WAT, oscillations of *Angptl4* expression follow the pattern in BAT albeit with a 5-hour delay [40], illustrating tissue-specific regulation and a possible prioritization of fuel utilization by BAT prior to wakening [40]. ANGPTL8 forms a complex with hepatic-derived ANGPTL3 to strengthen its inhibition of LPL, as well as with ANGPTL4 to counteract its inhibitory effect on LPL [41], therefore the opposing oscillation of *Angptl8* may amplify ANGPTL4 activity at its peak and further inhibit it at its nadir. Importantly, ANGPTLs modulate LPL on protein but not mRNA level, instead oscillations of *Lpl* gene expression may be driven by PPARγ as described above. Additionally, *Lpl* and *Angptl4* may be driven by daily fluctuations in insulin [1,42]. In contrast to ANGPTLs, apolipoproteins known to modulate LPL activity were either not oscillating (*e.g. Apoc1*; Figure 4E) or not detected in BAT (*e.g. Apoc2*, *Apoc3*, and *Apoa5*; data not shown). Similarly, gene expression of *Gpihbp1*, which protects LPL from catalysis by ANGPTLs, and the FA transporter *Cd36* showed no oscillation (Figure 4F–G). Interestingly, we identified oscillation in the expression of *Pltp* (Figure 4H). This protein contributes to the transfer of phospholipids from TRLs to high-density lipoprotein (HDL) following liberation during LPL-mediated lipolysis, thereby facilitating the transport of TRL-remnant-derived cholesterol to the liver, as part of reverse cholesterol transport [43]. A schematic overview of LPL-mediated lipolysis and the autocrine regulation hereof by BAT via these genes and corresponding proteins is depicted in Figure 4I.

**Figure 4:**
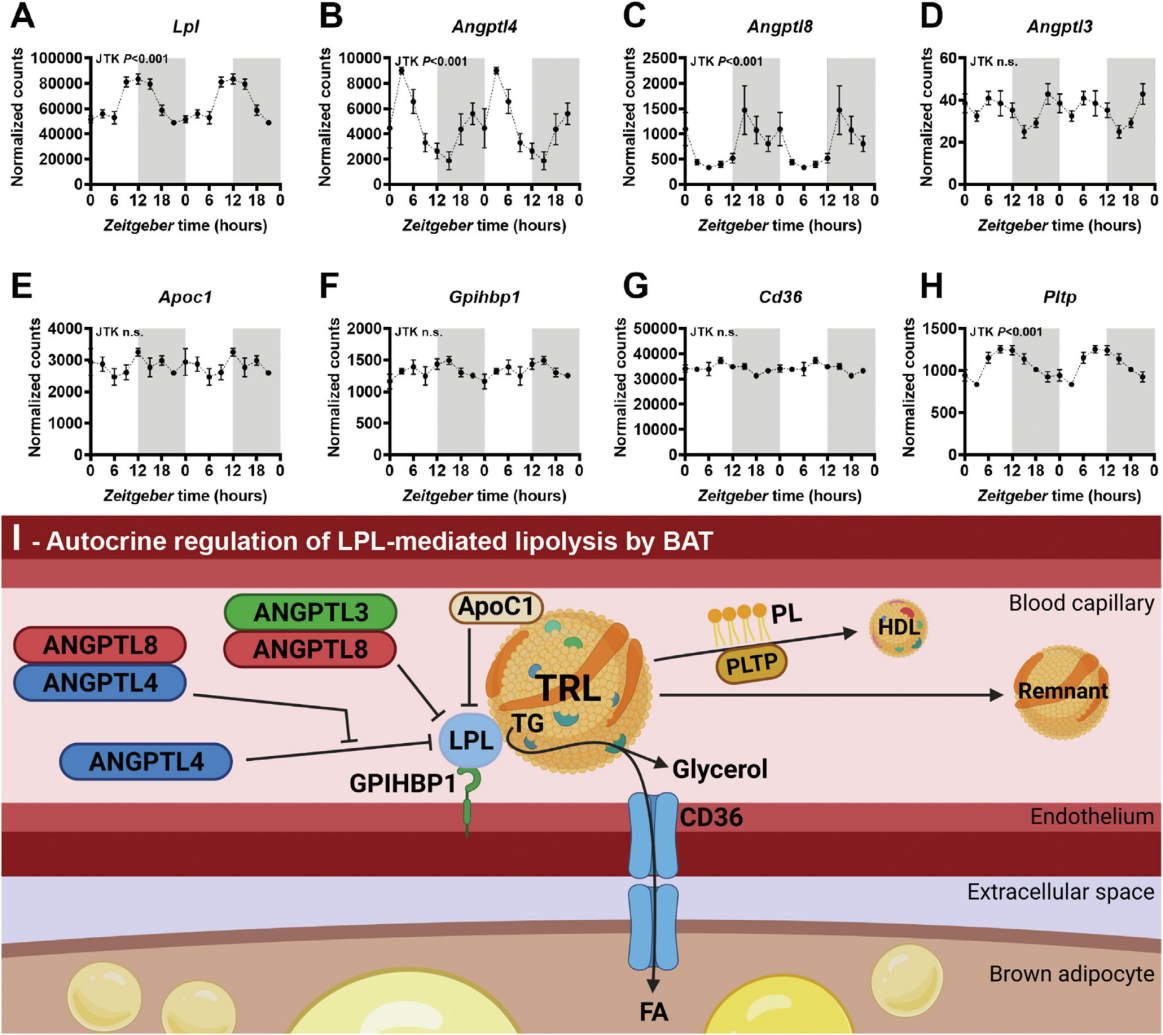
**The lipoprotein lipase pathway follows diurnal oscillations that peak at the onset of the active phase.** Interscapular brown adipose tissue (BAT) samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total (*n* = 4 per time point), which were used to perform RNA-sequencing. Oscillation was assessed by JTK, and normalized counts of **(A)** lipoprotein lipase (*Lpl*), **(B)** angiopoietin-like (*Angptl*)*4*, **(C)***Angptl8*, **(D)***Angptl3,***(E)** apolipoprotein C1 (*Apoc1*), **(F)** glycosylphosphatidylinositol anchored high density lipoprotein binding protein 1 (*Gpihbp1*), **(G)** cluster of differentiation 36 (*Cd36*), and **(H)** phospholipid transfer protein (*Pltp*) were double plotted. **(I)** A schematic overview of LPL-mediated triglyceride (TG)-rich lipoprotein (TRL) hydrolysis and the autocrine regulation hereof by BAT. FA, fatty acid; HDL, high-density lipoprotein; PL, phospholipid.

Taken together, of the known LPL modulators expressed in BAT, *Angptl4* showed the largest diurnal amplitude and opposite to *Lpl*. Accordingly, we hypothesized that ANGPTL4 is the main regulator of the diurnal variation in LPL activity within BAT.

### 2.4 Angiopoietin-like 4 modulation flattens oscillation of lipoprotein lipase activity and triglyceride-derived fatty acid uptake by brown adipose tissue

To delineate the role of *Angptl4* in the diurnal regulation of LPL activity in BAT, we utilized whole-body *Angptl4* knockout (KO) and transgenic overexpression (Tg) mice, which we compared to wild type (WT) mice at ZT0 (corresponding to the nadir in *Lpl* expression) and ZT12 (corresponding to the peak in *Lpl* expression). Knockout (Figure 5A) or overexpression (Figure 5B) of *Angptl4* was confirmed by quantitative polymerase chain reaction (qPCR). Diurnal gene expression of *Lpl* was unaltered in *Angptl4* KO mice (Figure 5A), which is in line with the observation that ANGPTL4 inhibits LPL primarily at the protein rather than mRNA level [42]. On the other hand, gene expression of *Lpl* was increased in *Angptl4* Tg mice at ZT12 (Figure 5B), which might be a compensatory mechanism for reduced TG-derived FA-uptake due to highly suppressed LPL activity. Protein abundance of LPL was 3-fold higher at ZT12 compared to ZT0 in WT mice, in line with what was previously reported [13] (Figure 5C–D). In *Angptl4* KO mice and *Angptl4* Tg mice, LPL protein levels were not oscillating and equal to the abundance in WT mice at ZT12 and ZT0, respectively (Figure 5C–D), indicating that LPL is fully suppressed at ZT0 and fully activated at ZT12 in WT mice. The TG-hydrolase activity of iBAT-derived extracellular LPL was assessed *in vitro* (Figure 5E,G) and matched the abundance of LPL (Figure 5C–D). To determine the functional consequences on the diurnal oscillation of TG-derived FA-uptake by BAT, *Angptl4* KO and *Angptl4* Tg mice were injected with TRL-like particles containing glycerol tri[^3^H]oleate. In line with LPL abundance and activity, *Angptl4* KO mice showed constitutively increased [^3^H]oleate uptake by BAT (Figure 5F), and *Angptl4* Tg mice constitutively reduced [^3^H]oleate uptake by BAT (Figure 5H) compared to WT mice. Although generally regulated in the same direction, the abundance and TG-hydrolase activity of LPL *in vitro* at ZT0 did not translate one-to-one to TG-derived FA-uptake by BAT, indicating that other oscillating factors, such as ANGPTL8, may further finetune TG-derived FA-uptake *in vivo*.

**Figure 5:**
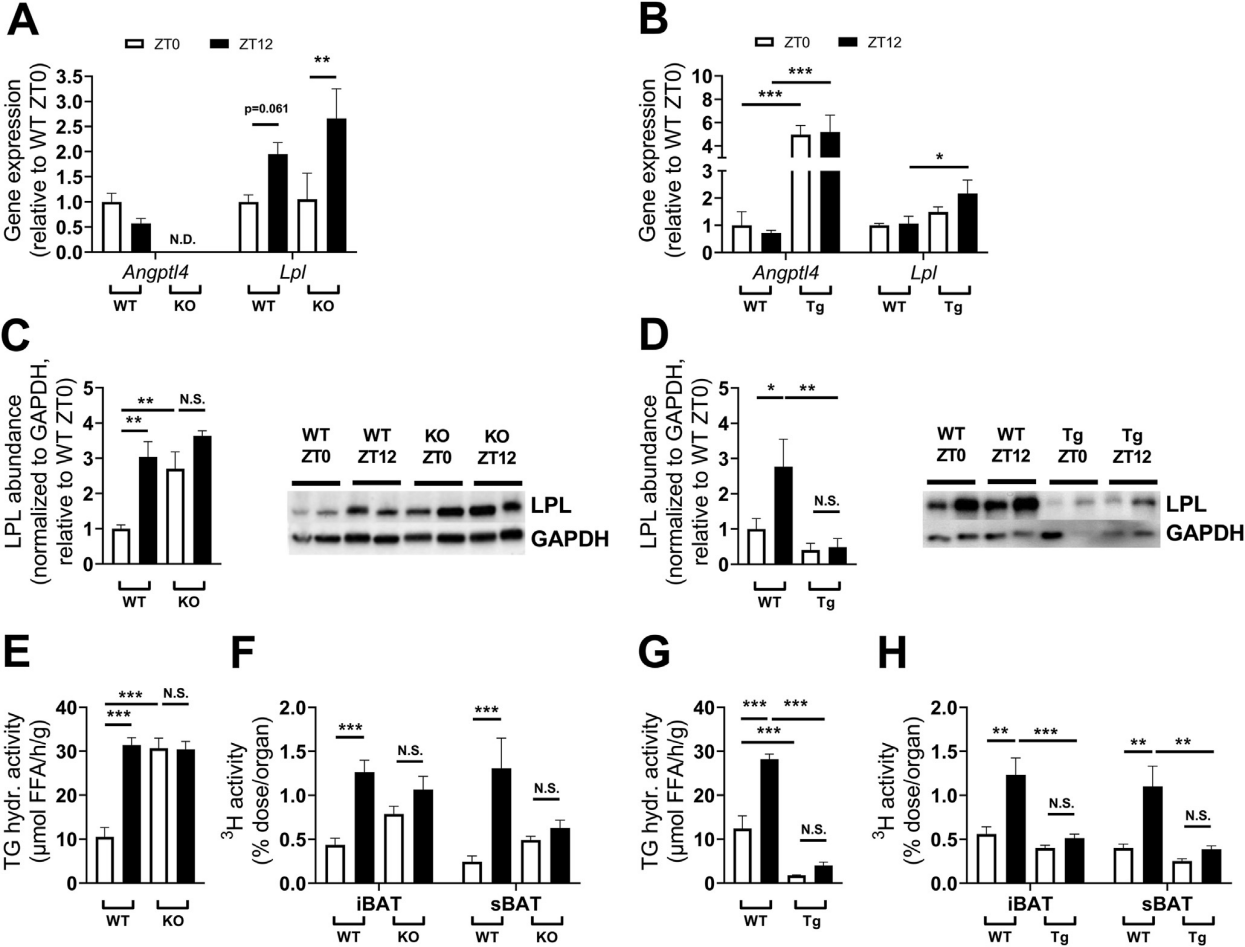
**Angiopoietin-like 4 modulation flattens oscillation of lipoprotein lipase activity and triglyceride-derived fatty acid uptake by brown adipose tissue.** Male wild type (WT), *angiopoietin-like 4* (*Angptl4*) knockout (KO) and *Angptl4* transgenic overexpression (Tg) mice were examined at the onset of the light (inactive) phase (*i.e. Zeitgeber* time (ZT)0) and dark (active) phase (*i.e.* ZT12). Gene expression of *Angptl4* and lipoprotein lipase (*Lpl*) was measured in subscapular brown adipose tissue (sBAT) of **(A)***Angptl4* KO and **(B)***Angptl4* Tg mice by quantitative polymerase chain reaction. Protein abundance of LPL was measured in interscapular (i)BAT of **(C)***Angptl4* KO and **(D)** Tg mice by Western blot, normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) levels. Representative images are shown. *In vitro* lipoprotein lipase (LPL) activity was measured in iBAT of **(E)***Angptl4* KO and **(G)***Angptl4* Tg mice and expressed as triglyceride (TG) hydrolyzing (hydr.) activity in μmol free fatty acids (FFA) per hour (h) per gram (g) tissue. Prior to killing, **(F)***Angptl4* KO and **(H)***Angptl4* Tg mice were injected with TG-rich lipoprotein-like particles labeled with glycerol tri[^3^H]oleate to assess fatty acid uptake by BAT. Data are presented as means ± SEM (*n* = 6–9 per group per time point). ∗Statistically significant compared to mice of equal genotype at a different timepoint or between groups as indicated by bars. ∗*P* < 0.05; ∗∗*P* < 0.01; ∗∗∗*P* < 0.001; N.D., not detectable. N.S., not significant.

## 3 Conclusions & perspective

We aimed to gain further insight into the diurnal regulation of metabolic BAT activity; the main findings of the transcriptomics and lipidomics data and our interpretations are summarized as a hypothetical model in Figure 6. Briefly, metabolic BAT activity peaks around the onset of the dark (active) phase (*i.e.* ZT12) [[9], [10], [11], [12], [13], [14], [15]]. At this time, FA for combustion are supplied through lipolysis of intracellular lipid stores and by LPL-mediated lipolysis of circulating TRLs, both possibly under transcriptional control of PPARγ. This is followed by (*de novo*) lipogenesis and FA elongation, likely to replenish intracellular lipid stores and efficient combustion during the dark phase. The relative contribution of the various processes is probably context dependent, as cold exposure adds an extra dimension to the diurnal regulation of BAT activity by, for example, increasing the amplitude and expression of genes involved in *de novo* lipogenesis during the second half of the dark phase [18], when nutrient availability is highest due to feeding. A limitation of the current study is that the experiment was performed only in male mice that were housed at room temperature.

**Figure 6:**
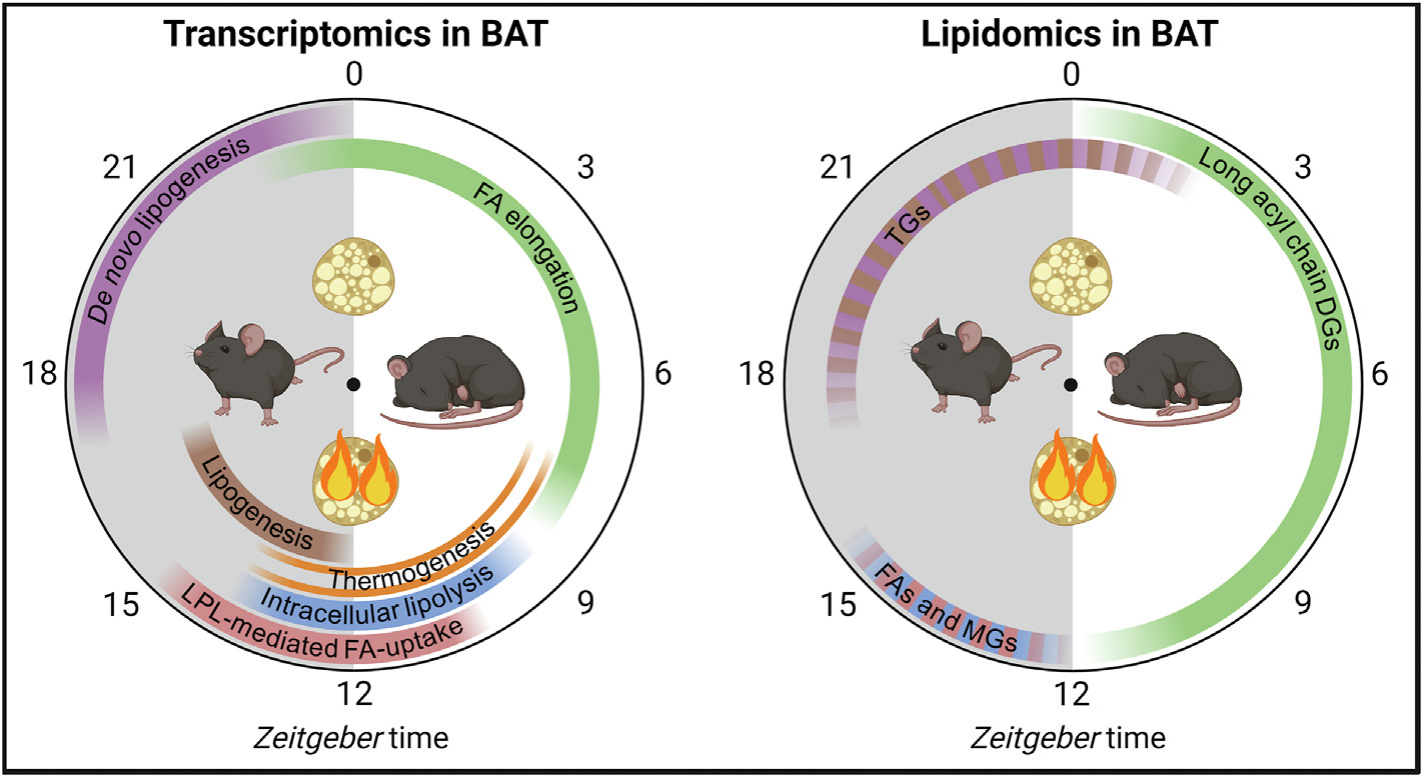
**Hypothetical model of diurnal processes in brown adipose tissue.** Around *Zeitgeber* Time (ZT) 0, the onset of the light (inactive) phase, uncoupling protein 1 (*Ucp1*) expression, which encodes a protein that uncouples ATP production from mitochondrial oxidative phosphorylation (*i.e.* thermogenesis), and thereby likely brown adipose tissue (BAT) thermogenic activity is lowest. Genes involved in fatty acid (FA) elongation peak throughout the light phase, coinciding with increased abundance of long-acyl chain diacylglycerols (DGs). In the second half of the light phase, expression of mitochondrial complexes, as well as *Ucp1* peak, suggesting peak thermogenic activity within the tissue. Genes involved in intracellular lipolysis peak shortly before the highest abundance of FAs and monoacylglycerols (MGs), possibly to supply mitochondria with FAs for β-oxidation and to allosterically activate UCP1 [1]. To replenish intracellular lipid stores, the peak in triglyceride (TG)-rich lipoprotein-derived FA-uptake follows at the onset of the dark (active) phase (*i.e.* ZT12) [13], driven by lipoprotein lipase (LPL)-mediated hydrolysis, and likely contributing to the FA and MG abundance at the onset of the dark phase. This is followed by peak expression of lipogenic genes probably to store these FAs as TGs in intracellular lipid droplets. Throughout the dark phase there is ample glucose availability from food intake, allowing for the conversion of glucose to FA during peak expression of *de novo* lipogenic genes. This may be an additional pathway to supply BAT with lipids to replenish intracellular lipid stores, resulting in highest TG abundance at the end of the dark phase.

The question remains what the main driving force is of the diurnal metabolic activity of BAT. Previous experiments indicated that oscillating BAT activity is modulated by glucocorticoids [15], but is independent of glucocorticoid receptor expression in BAT, suggestive of an indirect mechanism. Sympathetic denervation of BAT resulted in attenuated oscillations of TG-derived FA-uptake by BAT, but those experiments should be interpreted with caution given the complete abolishment of metabolic activity [13,44]. Based on the current study we suggest that stimulation of intracellular lipolysis [1] around wakening, possibly as a result of increased sympathetic activity, promotes thermogenesis and activation of PPARγ [45] to regulate expression of genes involved in uptake, storage [46], and intracellular lipolysis of lipids. These data may explain why circadian disruption by prolonged daily light exposure [44] or by flattened corticosterone oscillation [15] attenuates TG-derived FA-uptake by BAT and promotes adiposity in mice.

The current study primarily focused on BAT because it shows a strong diurnal rhythm in TG-derived FA-uptake as opposed to *e.g.* WAT [13]. However, we anticipate that a comparable approach in other tissues may provide valuable insights in the mechanisms driving their diurnal oscillations and contribute to the development of novel pharmacological strategies. Here, we identified oscillations of ANGPTL4 and LPL as important mediators in the diurnal regulation of metabolic BAT activity. ANGPTL4 is considered a therapeutic target for reducing cardiometabolic disease, as in humans, loss-of-function gene variants are associated with reduced circulating TG levels and lower cardiovascular disease risk, which could be mimicked in mice with the use of anti-ANGPTL4 monoclonal antibodies [[47], [48], [49], [50], [51], [52], [53]]. However, our data suggest that the ability of ANGPTL4 to modulate LPL activity might be dependent on time of day. ANGTPL4 inhibition at the onset of the resting phase may therefore be clinically most relevant for stimulating TG-derived FA-uptake by BAT.

## 4 Materials and methods

### 4.1 Animals

All mice were housed under standard conditions with a 12h:12h light:dark schedule at 22 °C with *ad libitum* access to a chow diet (Rat and Mouse No.3 Breeding, SDS, Horley, United Kingdom) and water. All mouse experiments were conducted in accordance with the Institute for Laboratory Animal Research Guide for the Care and Use of Laboratory Animals and were approved by the National Committee for Animal experiments.

In a first experiment, non-fasted male C57BL/6J mice (Charles River Laboratories, Wilmington, MA, USA; 10 weeks old) were killed by CO_2_ inhalation at eight time points over a 24-hour period (corresponding to ZT0, ZT3, ZT6, ZT9, ZT12, ZT15, ZT18 and ZT21; *n* = 4 per time point). iBAT was collected and snap-frozen to assess oscillating gene expression by RNA-sequencing, oscillating lipid levels by lipidomics, and oscillating chromatin binding of PPARγ by ChIP-sequencing (see below). In a second and third experiment, male whole-body *Angptl4* KO and *Angptl4* Tg mice, respectively, were compared with C57BL/6J mice (both on a C57BL/6J background; in-house breeding), which were obtained as described previously [54,55]. *Angptl4* Tg mice were compared to littermates and *Angptl4* KO mice to mice from another in-house breeding. *Angptl4* KO mice do not fully express the *Angptl4* gene, resulting in a non-functional ANGPTL4 protein [54,55], whereas *Angptl4* Tg mice overexpress *Angptl4* under its own promotor [56]. *Angptl4* KO (9–12 weeks old; *n* = 7–9 per group per time point), *Angptl4* Tg (9–12 weeks old; *n* = 8 per group per time point) and their WT controls were killed at the onset of the light phase (corresponding to ZT0) and at the onset of the dark phase (corresponding to ZT12) to assess oscillating organ uptake of TG-derived FA (see below).

### 4.2 RNA sequencing

Total RNA of iBAT (approx. 10–20 mg; experiment 1) was isolated using the nucleospin kit (Macherey–Nagel, Düren, Germany; 740955.50) after homogenization by a FastPrep-24™ 5G bead beating grinder and lysis system (4.0 m s^−1^, 10 s; MP Biomedicals™, Santa Ana, California, USA) in a mixture of 400 μL RA1 (Macherey–Nagel, Düren, Germany; 740955.50) with 4 μL β-mercaptoethanol in Lysing Matrix D tubes (MP Biomedicals™, Santa Ana, California, USA; 116913500). RNA was quality-controlled on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, California, USA).

Sequencing quality was assessed with MultiQC [57], reads were mapped to the *Mus Musculus* reference genome mm10 (Ensembl build 38.88) using GSNAP (version 2017-09-11) [58] and reads per gene were counted using HTSeq-count (version 0.6.1) [59] and the Ensembl gene annotation version 38.88. Genes were filtered by expression and normalized using edgeR (version 3.30.3) [60]. Oscillation of gene expression was assessed by JTK cycle [61] (MetaCycle version 1.2.0). Heatmaps of standardized residuals were generated using the ‘heatmap.2’ function using the complete linkage method and the complement of the Pearson distance (gplots version 3.0.4). Functional enrichment by gene ontology was performed using GOrilla [62], and transcription factor enrichment analyses were performed using ChIP-X enrichment analysis version 3 (ChEA3) [63].

### 4.3 ChIP-sequencing

ChIP was performed as previously described [64]. Briefly, iBAT samples pooled from eight mice (approx. 45 mg per mouse combined; experiment 1) were homogenized in lysis buffer (10 mM HEPES-KOH, pH 7.3, 10 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 1 × cOmplete™ Protease Inhibitor (Roche Diagnostics, Almere, The Netherlands)), filtered through a Falcon® 70 μm cell strainer (Life Sciences, Corning, New York, USA), cross-linked in 10 mL 1% formaldehyde in PBS for 15 min and quenched with 1.5 mL 1 M glycine for 5 min. After washing, pelleted nuclei were further lysed twice by resuspension in 1 mL cold fast IP buffer (50 mM NaCl, 50 mM Tris–HCl (pH 7.5), 5 mM EDTA, 0.5% v/v NP40, 1% v/v Triton X-100, 1 × cOmplete™ Protease Inhibitor) and passing through a 24G syringe. Chromatin was subsequently sheared (Bioruptor® plus, Diagenode, Liège, Belgium) in 1 mL shearing buffer (1% v/v SDS, 10 mM EDTA, 50 mM Tris–HCl (pH 8), 1 × cOmplete™ Protease Inhibitor). Sheared chromatin was then centrifuged, and 10% of each sample was stored at −20 °C to be used as input. The chromatin was diluted in 7.2 mL dilution buffer (0.01% v/v SDS, 1.1% v/v Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl (pH 8.0), 0.167 M NaCl, 1 × cOmplete™ Protease Inhibitor) and incubated overnight at 4 °C with 8 μg of PPARγ antibody (2443, Cell Signaling Technology, Danvers, Massachusetts, USA). Chromatin was cleared by centrifugation, and the top 90% was incubated with 100 μL bovine serum albumin-blocked DynaBeads™ (11203D; Thermo Fisher Scientific, Waltham, USA) for 6 h at 4 °C. Unbound complexes were removed by washing with fast IP buffer. Beads were collected and washed in Tris–EDTA buffer (10 mM Tris–HCl, 1 mM disodium EDTA, pH 8.0), and immunoprecipitated chromatin was collected by elution with 100 μL beads elution buffer (0.105 M NaHCO_3_, 1% SDS) for 15 min at room temperature two times. Both the input sample and the immunoprecipitated chromatin were de-cross-linked by addition of 4 μL and 8 μL 5 M NaCl, respectively, followed by overnight incubation at 65 °C. Samples were subsequently treated with RNAse A and Proteinase K, and DNA was purified using MinElute® columns from the PCR Purification Kit (QIAGEN, Hilden, Germany) using the manufacturer's protocol.

Sequencing quality was assessed with MultiQC [57], reads were mapped to the *Mus Musculus* reference genome mm10 (Ensembl build 38.88) using BWA-MEM (version 0.7.17) [65] and peaks were called using MACS2 (version 2.1.2) [66]. Reads per peak were counted using HTSeq-count (version 1.99.2) [59]. Peak annotation was performed using HOMER (version 4.11) [67] with the mouse reference dataset mm10.v6.4.zip. Peaks that were significant (FDR<0.05) in at least six out of eight samples were filtered by expression and normalized using edgeR (version 3.30.3) [60]. 

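The deposited table holds as many peaks as the paper reports after filtering. Applying edgeR's filterByExpr with default settings to it removed 3 peaks, none of which oscillated in JTK-cycle. A mean count of at least 100 was reached by 52193 peaks. The share of all counts that fell in the strongest 10% of peaks ranged from 44.2% at ZT15 to 48.1% at ZT6, the time point with the lowest TMM factor. The normalized values themselves were not analysed here, and the paper's text does not name the normalization method used within edgeR. JTK values calculated here for the 1999 peaks in the available part of the paper's supplementary table were identical to the paper's P value for 56.0% of peaks with TMM and for 98.9% with division by library totals alone. TMM remained the main setting because it had been chosen before this comparison.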

Oscillation of binding sites was assessed by JTK cycle [61] (MetaCycle version 1.2.0).

### 4.4 Lipidomics

Lipidomics was performed as previously described [34,68], with minor adjustments. Briefly, the following amounts of internal standards dissolved in 1:1 (v/v) methanol:chloroform were added to each sample: bis(monoacylglycero)phosphate BMP(14:0)2 (0.2 nmol), ceramide-1-phosphate C1P (d18:1/12:0) (0.127 nmol), D_7_-cholesteryl ester CE(16:0) (2 nmol), ceramide Cer(d18:1/12:0) (0.118 nmol), ceramide Cer(d18:1/25:0) (0.130 nmol), cardiolipin CL(14:0)4 (0.1 nmol), diacylglycerol DAG(14:0)2 (0.5 nmol), glucose ceramide GlcCer(d18:1/12:0) (0.126 nmol), lactose ceramide LacCer(d18:1/12:0) (0.129 nmol), lysophosphatidicacid LPA(14:0) (0.1 nmol), lysophosphatidylcholine LPC(14:0) (0.5 nmol), lysophosphatidylethanolamine LPE(14:0) (0.1 nmol), lysophosphatidylglycerol LPG(14:0) (0.02 nmol), phosphatidic acid PA(14:0)2 (0.5 nmol), phosphatidylcholine PC(14:0)2 (2 nmol), phosphatidylethanolamine PE(14:0)2 (0.5 nmol), phosphatidylglycerol PG(14:0)2 (0.1 nmol), phosphatidylinositol PI(8:0)2 (0.5 nmol), phosphatidylserine PS(14:0)2 (5 nmol), sphinganine 1-phosphate S1P(d17:0) (0.124 nmol), sphinganine-1-phosphate S1P(d17:1) (0.125 nmol), ceramide phosphocholines SM(d18:1/12:0) (2.129 nmol), sphingosine SPH(d17:0) (0.125 nmol), sphingosine SPH(d17:1) (0.125 nmol), triacylglycerol TAG(14:0)2 (0.5 nmol). 1.5 mL 1:1 (v/v) methanol:chloroform was added before thorough mixing. Each sample was then centrifuged (10 min; 14,000 rpm), supernatant was evaporated under a stream of nitrogen at 60 °C and reconstituted in 150 μL of 1:1 (v/v) methanol:chloroform. Lipids were analyzed using a Thermo Scientific Ultimate 3000 binary HPLC coupled to a Q Exactive Plus Orbitrap mass spectrometer. For normal phase separation, 2 μL of each sample was injected onto a Phenomenex® LUNA silica, 250 × 2 mm, 5 μm 100 Å. Column temperature was held at 25 °C. Mobile phase consisted of (A) 85:15 (v/v) methanol:water containing 0.0125% formic acid and 3.35 mmol/L ammonia and (B) 97:3 (v/v) chloroform:methanol containing 0.0125% formic acid. Using a flow rate of 0.3 mL/min, the LC gradient consisted of: 10% A for 0–1 min, reach 20% A at 4 min, reach 85% A at 12 min, reach 100% A at 12.1 min, 100% A for 12.1–14 min, reach 10% A at 14.1 min, 10% A for 14.1–15 min. For reversed phase separation, 5 μL of each sample was injected onto a Waters HSS T3 column (150 × 2.1 mm, 1.8 μm particle size). Column temperature was held at 60 °C. Mobile phase consisted of (A) 4:6 (v/v) methanol:water and B 1:9 (v/v) methanol:isopropanol, both containing 0.1% formic acid and 10 mmol/L ammonia. Using a flow rate of 0.4 mL/min, the LC gradient consisted of: 100% A at 0 min, reach 80% A at 1 min, reach 0% A at 16 min, 0% A for 16–20 min, reach 100% A at 20.1 min, 100% A for 20.1–21 min. MS data were acquired using negative and positive ionization using continuous scanning over the range of *m*/*z* 150 to *m*/*z* 2000. Data were analyzed using an in-house developed metabolomics pipeline written in the R programming language (http://www.r-project.org/). All reported lipids were normalized to corresponding internal standards according to lipid class. Lipid identification has been based on a combination of accurate mass, (relative) retention times, fragmentation spectra and the injection of relevant standards. Oscillation of lipid species was assessed by JTK cycle [61] (MetaCycle version 1.2.0). Heatmaps of standardized residuals were generated using the ‘heatmap.2’ function using the complete linkage method and the complement of the Pearson distance (gplots version 3.0.4).

### 4.5 TG-derived FA-uptake by organs

Prior to killing, mice of experiment 2 and 3 were fasted for 4 h and received an intravenous injection of TRL-like particles (80 nm) radiolabeled with glycerol tri[^3^H]oleate, prepared as described previously [69] (1 mg TG in 200 μL saline per mouse). After 15 min, mice were killed by CO_2_ inhalation, perfused via the heart with ice-cold PBS and iBAT and subscapular BAT (sBAT) were collected and weighed. Half of the tissues (approx. 30–35 and 15–20 mg for iBAT and sBAT, respectively) were dissolved overnight at 56 °C in 0.5 mL Solvable (PerkinElmer, Waltham, Massachusetts, USA) and diluted in 5 mL Ultima Gold (PerkinElmer, Waltham, Massachusetts, USA). ^3^H-activity was measured in a liquid scintillation counter (Tri-Carb 2910 TR, PerkinElmer, Waltham, Massachusetts, USA) and expressed as a percentage of injected dose per whole organ.

### 4.6 iBAT LPL protein quantification

Frozen iBAT samples (approx. 10 mg) (experiment 2 and 3) were lysed in RIPA buffer (150 mM sodium chloride, 1.0% Triton X-100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulphate, 50 mM Tris pH 8.0, protease & phosphatase inhibitors (Thermo Fisher Scientific, Waltham, USA)), homogenized by a FastPrep-24™ 5G bead beating grinder and lysis system (4.0 m · s^−1^, 10 s; MP Biomedicals™, Santa Ana, California, USA) and repeatedly centrifuged (5 min; 16.2 · *g*; 4 °C) to remove fat. Protein concentrations were determined using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, USA), according to manufacturer's protocol. LPL abundance was analyzed by Western blot using a goat anti-mouse LPL antibody (1:1000; kind gift from André Bensadoun), for which 20 μg protein was loaded. Rabbit anti-mouse glyceraldehyde 3-phosphate dehydrogenase (GAPDH) antibody (1:1000; sc-25778, Santa Cruz, Dallas, Texas, USA) was used for normalization. Anti-goat (1:5000) and anti-rabbit (1:1000) antibodies were used for LPL and GAPDH, respectively. Relative normalized protein levels were quantified by Image Lab software (Bio-Rad).

### 4.7 iBAT LPL activity assay

iBAT samples (approx. 10 mg) (experiment 2 and 3) were manually cut with a razor blade in order to keep cells intact, and dissolved in DMEM (31966, ThermoFisher Scientific, Waltham, Massachusetts, USA) containing bovine serum albumin (0.5%) and heparin (0.0004%) to allow for discrimination between extracellular LPL and intracellular LPL. Samples were incubated for 1 h at 37 °C and centrifuged (10 min; 16.2 · *g*; 4 °C), and the middle layer containing heparin-bound LPL was isolated and used for *in vitro* assessment of LPL activity. Briefly, 100 μL tissue extract was added to 200 μL substrate solution (9.2 mg/mL triolein (T7-140, Sigma, Saint Louis, Missouri, USA), 2.5 μCI/mL glycerol-tri-(9,10–^3^H)-oleate (NET431L005MC, PerkinElmer, Waltham, Massachusetts, USA), 0.1% Triton X-100, 0.1 M Tris.HCl pH 8.6 (1.08382.100, Merck, Burlington, Massachusetts, USA), 1% free fatty acid-free bovine serum albumin (A6003, Sigma, Saint Louis, Missouri, USA), and 20% human serum. After 60 and 120 min, a mix of heptane: methanol: chloroform (in a ratio of 1 : 1.28: 1.37 v/v) and K_2_CO_3_ (0.1 M) was added to stop the reaction, samples were diluted in 2.5 mL Ultima Gold (PerkinElmer, Waltham, Massachusetts, USA), and ^3^H-activity was measured in a liquid scintillation counter (Tri-Carb 2910 TR, PerkinElmer, Waltham, Massachusetts, USA) to calculate TG hydrolase activity.

### 4.8 sBAT gene expression analysis

Total RNA was isolated from frozen sBAT (approx. 10 mg) (experiment 2 and 3) through lysing in TriPure RNA Isolation Reagent (Roche Diagnostics, Almere, The Netherlands) and homogenization by a FastPrep-24™ 5G bead beating grinder and lysis system (4.0 m · s^−1^, 10 s; MP Biomedicals™, Santa Ana, California, USA). Subsequently, 1 μg cDNA was synthesized using Moloney Murine Leukemia Virus Reverse Transcriptase (M-MLV RT; Promega, Madison, Wisconsin, USA) according to the manufacturer's protocol. qPCR was carried out using SYBR green kit (Promega, Madison, Wisconsin, USA) on a CFX96 PCR machine (Bio-Rad, Hercules, California, USA). *Lpl* (forward primer (FW): CCCTAAGGACCCCTGAAGAC; reverse primer (RV): GGCCCGATACAACCAGTCTA) and *Angptl4* (FW: GGAAAGAGGCTTCCCAAGAT; RV: TCCCAGGACTGGTTGAAGTC) expression was normalized to the geometric mean Ct value of *Gapdh* (FW: GGGGCTGGCATTGCTCTCAA; RV: TTGCTCAGTGTCCTTGCTGGGG), *ß-tubulin* (FW: CCGGGGCAGCCAACAGTACC; RV: CTCGGGGCGGGATGTCACAC), *ß-actin* (FW: AACCGTGAAAAGATGACCCAGAT; RV: CACAGCCTGGATGGCTACGTA), and 60S acidic ribosomal protein P0 (*Rplp0*, FW: GGACCCGAGAAGACCTCCTT; RV: GCACATCACTCAGAATTTCAATGG), and expressed relative to the WT ZT0 group using the 2^−ΔΔCT^ method.

### 4.9 Statistical analyses

*P* < 0.05 was considered statistically significant. In experiment 2 and 3, data were tested for normality by an Anderson-Darling test. Comparisons between groups were made by two-way ANOVA with a post-hoc Tukey test when data were normally distributed. In case of non-normal distributions, comparisons were made by a Kruskall–Wallis test. Statistical analyses were performed with GraphPad Prism software, version 8.4.2 (GraphPad, La Jolla, California) and R (http://www.r-project.org/; version 4.0.2). Data are presented as means ± SEM.

## Data availability

The RNA-sequencing and ChIP-sequencing datasets discussed in the current study have been deposited in NCBI's Gene Expression Omnibus (GEO) [70] and are accessible through GEO Series accession numbers GSE182045 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182045) and GSE197261 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197261). The lipidomics dataset discussed in the current study has been deposited in MetaboLights [71] and is accessible through study identifier MTBLS4082 (https://www.ebi.ac.uk/metabolights/MTBLS4082). The remaining datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Author contributions

Conceptualization, R.V.E., W.I.H.P., M.S., S.KE., P.C.N.R., and S.KO.; Formal Analysis, R.V.E., W.I.H.P., J.B.V.K., and T.D.; Investigation, R.V.E., W.I.H.P., M.S., C.J., R.S., T.C.M.S., A.C.M.P., R.H.P.V., H.M., J.B.V.K., M.V.W., N.H.U., and S.KO.; Writing – Original Draft, R.V.E. and W.I.H.P.; Writing – Review & Editing, M.S., S.KE., P.C.N.R., and S.KO.; Supervision, S.KO.; Funding acquisition, P.C.N.R. and S.KO. Both R.V.E. and W.I.H.P. contributed equally and have the right to list their name first in their CV.

## Funding

This work is supported by the Netherlands Cardiovascular Research Initiative: an initiative with support of the 10.13039/100002129Dutch Heart Foundation (CVON2014-02 ENERGISE to P.C.N.R. and S.KE and CVON2017-20-GENIUS-II to P.C.N.R. and a CVON-GENIUS-II talent grant to R.V.E.), Dutch Federation of University Medical Centers, the 10.13039/501100001826Netherlands Organisation for Health Research and Development, and the Royal Netherlands Academy of Sciences. M.S. is supported by the 10.13039/501100009708Novo Nordisk Foundation (NNF18OC0032394). S.KO is supported by the 10.13039/100002129Dutch Heart Foundation (2017T016). C.J. and N.H.U. are supported by the 10.13039/501100001659Deutsche Forschungsgemeinschaft (CRC1064 chromatin dynamics and Trans-Regio TRR333 BATenergy).

# Supplementary material for: Angiopoietin-like 4 governs diurnal lipoprotein lipase activity in brown adipose tissue
**Source:** Mol Metab. 2022 Apr 10;60:101497. doi: 10.1016/j.molmet.2022.101497
**Supplement:** Supplemental Data

## Supplemental information

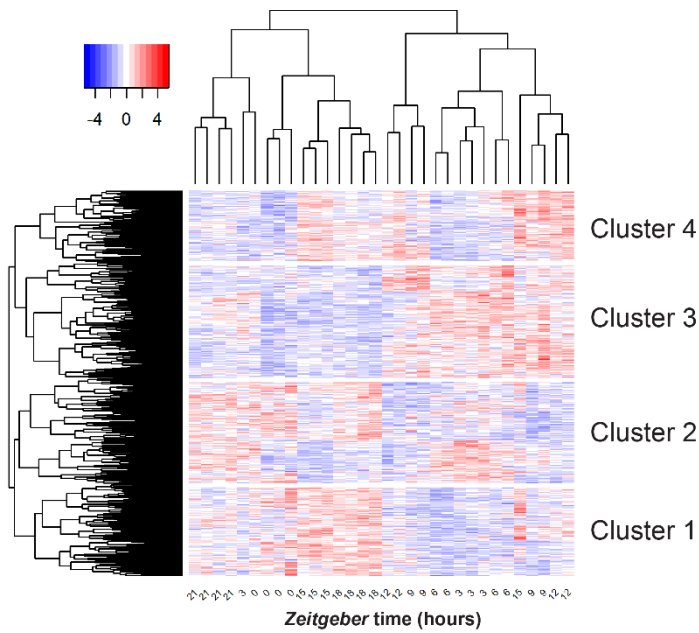

**Fig S1. The transcriptome of murine brown adipose tissue consists of four clusters with distinct oscillating expression phases.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=4$  per time point), which were used to perform RNA-sequencing. Oscillation was assessed by JTK, and hierarchical clustering of standardized residuals (Z-scores) of all oscillating genes ( $P<0.05$ ) was visualized in a heat map.

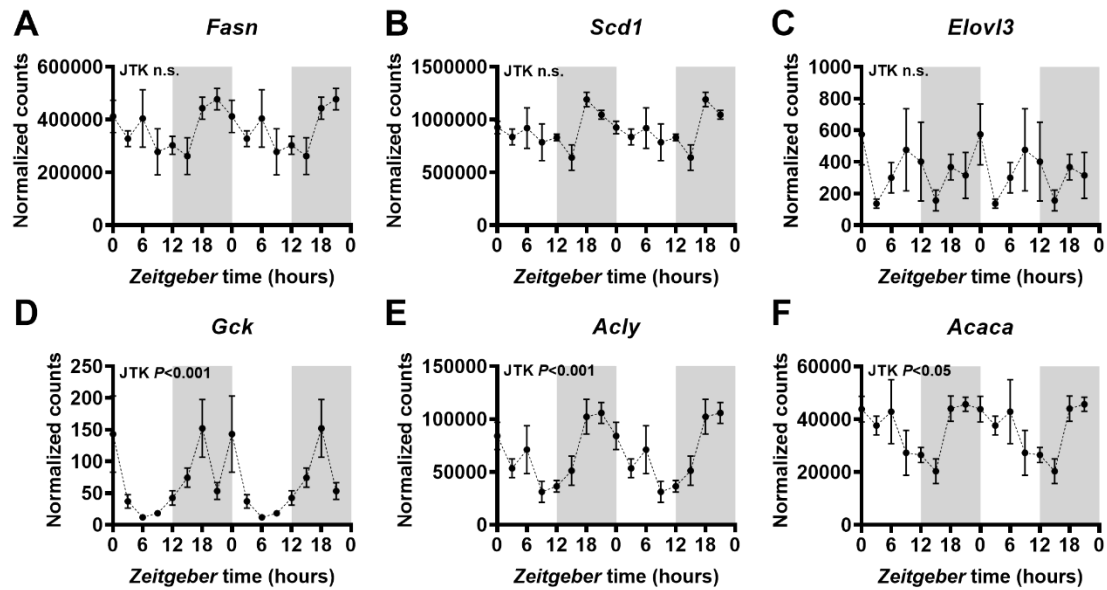

**Fig S2. Genes involved in *de novo* lipogenesis show diurnal oscillations with peak expression in the second half of the dark phase.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=4$  per time point), which were used to perform RNA-sequencing. Oscillation was assessed by JTK, and normalized counts of (A) fatty acid synthase (*Fasn*), (B) stearoyl-CoA desaturase-1 (*Scd1*) (C) elongation of very long chain fatty acids protein 3 (*Elovl3*), (D) glucokinase (*Gck*), (E) ATP citrate lyase (*Acly*), and (F) acetyl-CoA carboxylase alpha (*Acaca*) were double plotted.

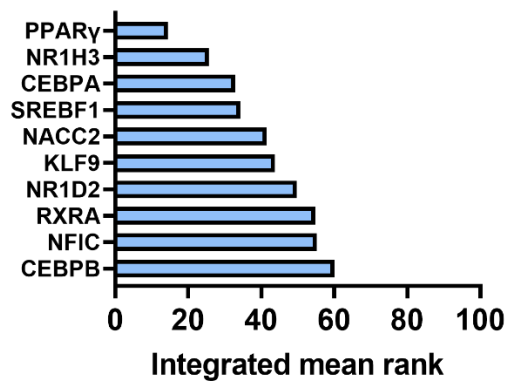

**Fig S3. Transcription factor enrichment analysis on the top 100 genes with the largest oscillation amplitude identified PPAR $\gamma$  as the top hit.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=4$  per time point), which were used to perform RNA-sequencing. Oscillation was assessed by JTK, and enrichment by transcription factor of the 100 genes with largest absolute oscillation amplitude was performed, top 10 hits are displayed here. CEBPA, CCAAT enhancer binding protein alpha; CEBPB, CCAAT enhancer binding protein beta; KLF9, Kruppel like factor 9; NACC2, NACC family member 2; NFIC, nuclear factor I C; NR1D2, nuclear receptor subfamily 1 group D member 2; NR1H3, nuclear receptor subfamily 1 group H member 3; PPAR $\gamma$ , peroxisome proliferator activated receptor gamma; RXRA, retinoid X receptor alpha; SREBF1, sterol regulatory element binding transcription factor 1.

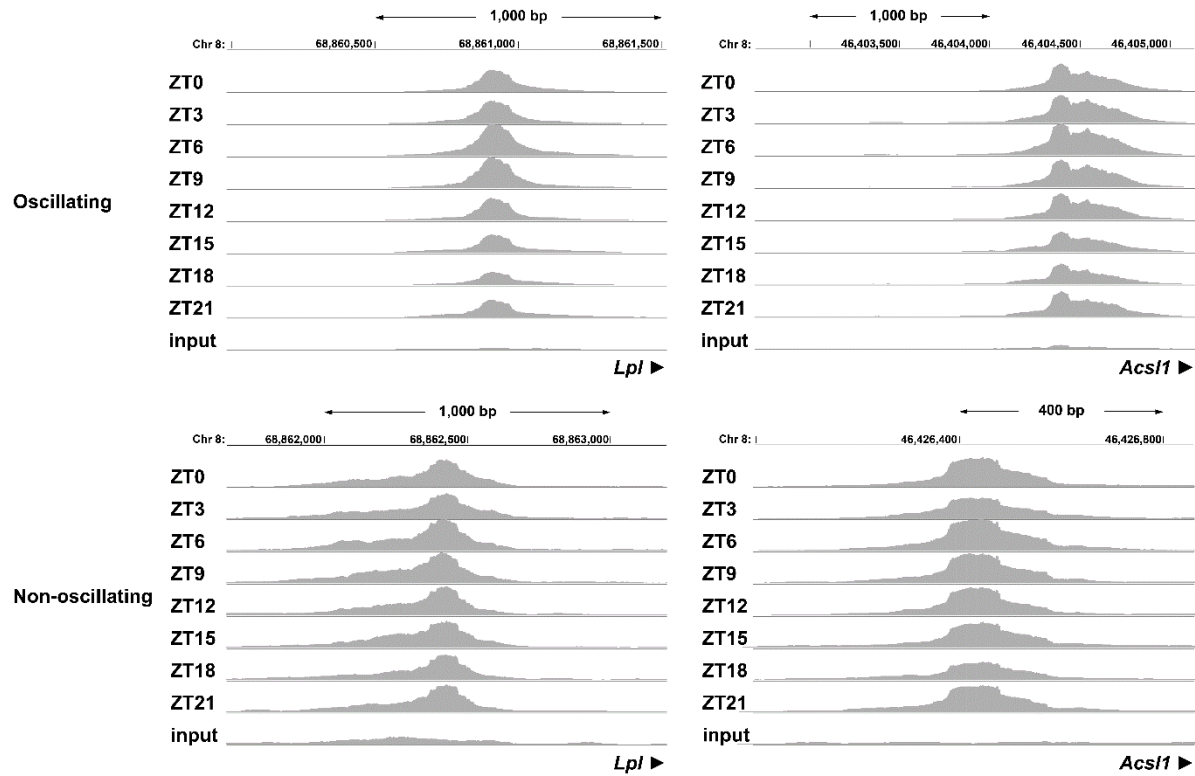

Fig S4. **Representative PPAR $\gamma$  ChIP-seq tracks.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=8$  per time point). On pooled samples, chromatin immunoprecipitation (ChIP)-sequencing was performed for PPAR $\gamma$ . Oscillation was assessed by JTK, and representative ChIP-seq tracks of oscillating ( $P<0.05$ ) and non-oscillating peaks annotated to lipoprotein lipase (*Lpl*) or acyl-CoA synthetase long chain family member 1 (*Acs11*) were visualized.

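Both genes in Fig. S4 have oscillating and non-oscillating PPARγ peaks near each other on chromosome 8. Close to the oscillating Lpl peak that starts at 68859986, a peak from 68861662 to 68863191 had an exact adjusted JTK P value of 0.467. Its normalized count was lowest at ZT0, at 523 (95% Wilson interval 480 to 571), and highest at ZT6, at 692 (95% Wilson interval 643 to 745). The intervals cover counting error only. The difference between these time points is thus larger than counting error, although the order of all the time points did not pass the threshold for oscillation. Upstream of Acsl1, a peak from 46425997 to 46426857 had an exact adjusted JTK P value of 0.467 as well, with normalized counts between 355 at ZT18 and 527 at ZT6. The oscillating Acsl1 peak in the same figure, from 46402701 to 46405131, ranged from 2986 at ZT15 to 4725 at ZT6 (exact adjusted JTK P value of 0.0260).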

## Cluster 1

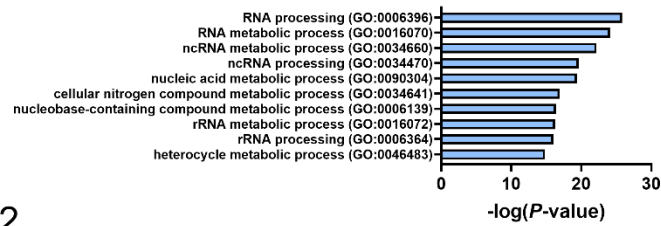

## Cluster 2

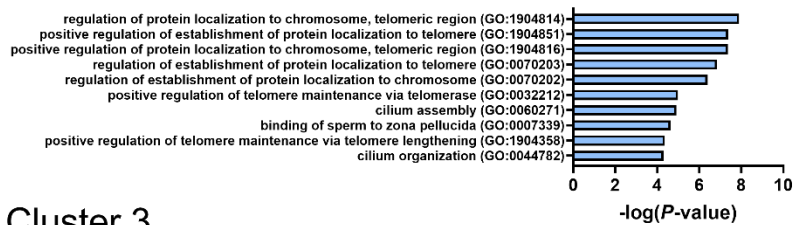

## Cluster 3

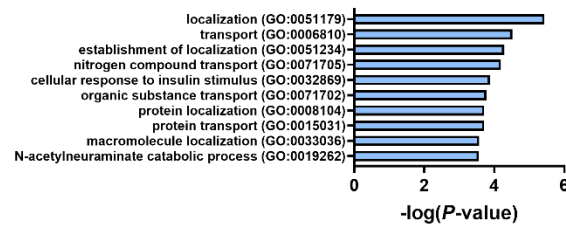

## Cluster 4

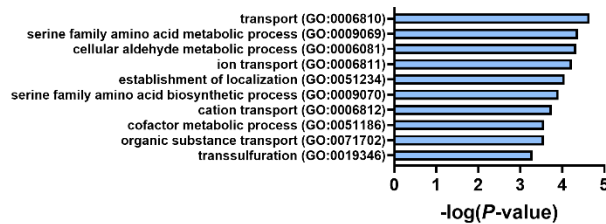

**Fig S5. Gene ontology enrichment analysis for oscillating genes with non-oscillating PPAR $\gamma$  binding.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=8$  per time point). On pooled samples, chromatin immunoprecipitation (ChIP)-sequencing was performed for PPAR $\gamma$ , and oscillation of peaks was assessed by JTK. Peaks were annotated, and within each of the four gene clusters with distinct expression phases as identified by RNA-sequencing (Fig 1), functional enrichment by gene ontology was performed on the genes with non-oscillating ( $P \geq 0.05$ ) PPAR $\gamma$  binding, and top 10 hits are depicted.

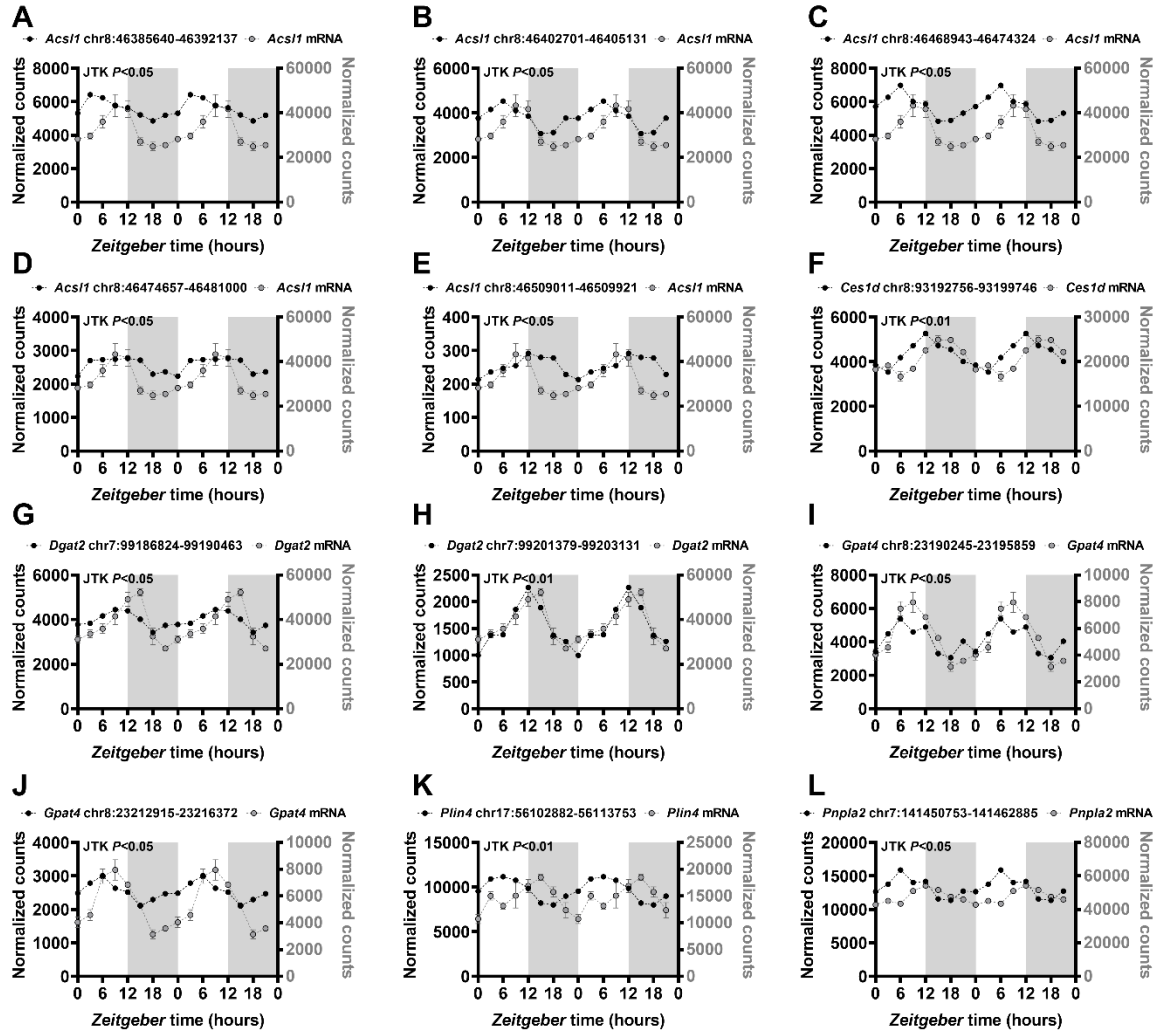

**Fig S6. Genes with largest diurnal amplitude that are involved in lipid storage and intracellular lipolysis show oscillating PPAR $\gamma$  binding.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=8$  per time point). On pooled samples, chromatin immunoprecipitation (ChIP)-sequencing was performed for PPAR $\gamma$ . Oscillation was assessed by JTK, and normalized counts of oscillating ( $P<0.05$ ) peaks annotated to (A-E) acyl-CoA synthetase long chain family member 1 (*Acs11*), (F) carboxylesterase 1 D (*Ces1d*) (G-H) diacylglycerol O-acyltransferase 2 (*Dgat2*) (I-J) glycerol-3-phosphate acyltransferase 4 (*Gpat4*), (K) perilipin 4 (*Plin4*) and (L) patatin like phospholipase domain containing 2 (*Pnpla2*) were double plotted (black lines). RNA-sequencing was performed in the same samples ( $n=4$  per time point), and normalized gene counts were double plotted in the same panels (gray lines).

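Acsl1 lies on chromosome 8 from 46471037 to 46536051, Ces1d on chromosome 8 from 93166072 to 93197804, Dgat2 on chromosome 7 from 99153663 to 99182713, Gpat4 on chromosome 8 from 23171265 to 23208453, Plin4 on chromosome 17 from 56100587 to 56109948 and Pnpla2 on chromosome 7 from 141455188 to 141460743. Normalized counts are given here for the lowest and highest time point, with 95% Wilson intervals that cover counting error only. The largest ratio was found for a Dgat2 peak from 99201379 to 99203131, which went from 992 (932 to 1057) at ZT0 to 2301 (2208 to 2399) at ZT12, a ratio of 2.32. It was followed by the Gpat4 peak in intron 1 from 23190245 to 23195859, which went from 2943 (2837 to 3054) at ZT18 to 5604 (5461 to 5750) at ZT6. The peak over Plin4, from 56102882 to 56113753, went from 7721 (7547 to 7898) at ZT18 to 11656 (11449 to 11866) at ZT6. The Pnpla2 peak, the strongest of the 12, spans 141450753 to 141462885 and went from 10956 (10749 to 11167) at ZT18 to 16580 (16333 to 16830) at ZT6. The Ces1d peak from 93192756 to 93199746 was lowest at ZT3, at 3594 (3481 to 3711), and highest at ZT12, at 5357 (5214 to 5504).

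Of the Acsl1 peaks, the one over intron 1 next to the start site, from 46468943 to 46474324, went from 4690 (4560 to 4824) at ZT15 to 7283 (7120 to 7449) at ZT6. The smallest, from 46509011 to 46509921 in intron 4, went from 212 (185 to 243) at ZT0 to 297 (264 to 333) at ZT12. In edgeR's quasi-likelihood test of a 24-h cosine with Benjamini-Hochberg adjustment, 11 of the 12 peaks had an adjusted P value under 0.05, with the smallest, 0.000977, for Plin4. The adjusted P value from this edgeR test was 0.00649 for Pnpla2 and 0.180 for the Acsl1 peak in intron 4. None of these values has a replicate check, and differences between pools that are unrelated to time enter them in full.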

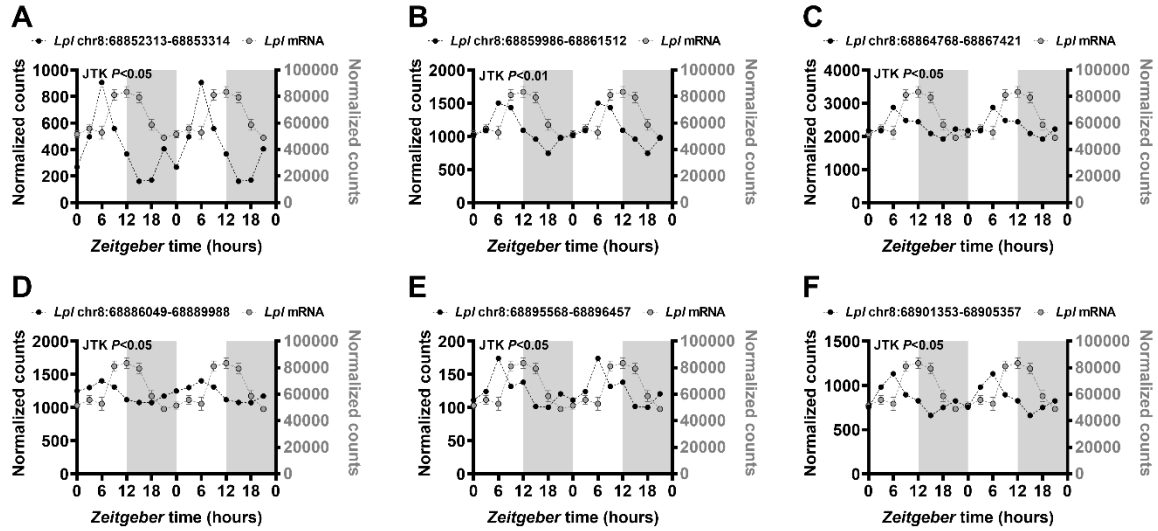

**Fig S7. *Lpl* shows oscillating PPAR $\gamma$  binding just prior to peak mRNA expression.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=8$  per time point). On pooled samples, chromatin immunoprecipitation (ChIP)-sequencing was performed for PPAR $\gamma$ . Oscillation was assessed by JTK, and normalized counts of oscillating ( $P<0.05$ ) peaks annotated to (A-F) lipoprotein lipase (*Lpl*) were double plotted (black lines). RNA-sequencing was performed in the same samples ( $n=4$  per time point), and normalized gene counts were double plotted in the same panels (gray lines).

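Normalized counts at the 6 Lpl peaks were highest at ZT6 for each peak and lowest at ZT15 or ZT18. The peak farthest upstream changed most, from 157 (95% Wilson interval 135 to 183) at ZT15 to 944 (887 to 1006) at ZT6. The next upstream peak went from 718 (666 to 773) at ZT18 to 1567 (1493 to 1646) at ZT6, a ratio of 2.18. The upstream peak nearest to the gene had the highest counts and went from 1853 (1769 to 1942) to 2997 (2893 to 3104) between the same time points. Within the gene, the counts went from 1038 (976 to 1104) at ZT18 to 1464 (1392 to 1540) at ZT6 in intron 2 and from 641 (594 to 691) at ZT15 to 1182 (1118 to 1250) at ZT6 in intron 9. The peak in intron 5 had the fewest reads, with 96.7 (79.0 to 118) at ZT18 and 181 (157 to 209) at ZT6. For each of the 6 peaks, the intervals of the lowest and highest time point do not overlap, so these differences exceed counting error, while the spread between pools of the same time point is unknown. In edgeR's quasi-likelihood test of a 24-h cosine, the Benjamini-Hochberg adjusted P value was 0.00241 for the second peak upstream and 0.00464 for the one farthest upstream, and 0.0807 for the peak in intron 5. The estimated peak times of the fitted cosine lay between 5.10 and 7.01 h.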

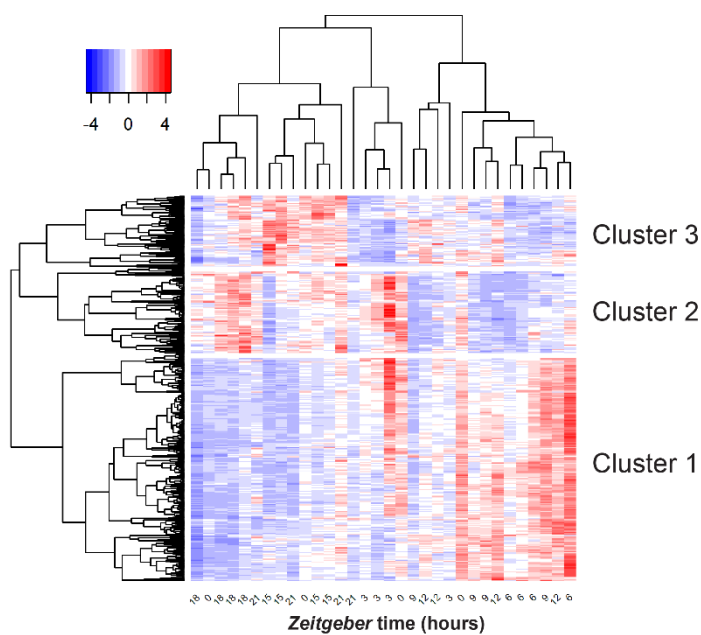

Fig S8. **The lipidome of murine brown adipose tissue consists of three clusters with distinct oscillating phases.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=4$  per time point), which were used to perform ultra-performance liquid chromatography (UPLC)-high-resolution mass spectrometry (HRMS)-based lipidomics. Oscillation was assessed by JTK, and hierarchical clustering of standardized residuals (Z-scores) of oscillating ( $P<0.05$ ) lipid species was visualized in a heat map.

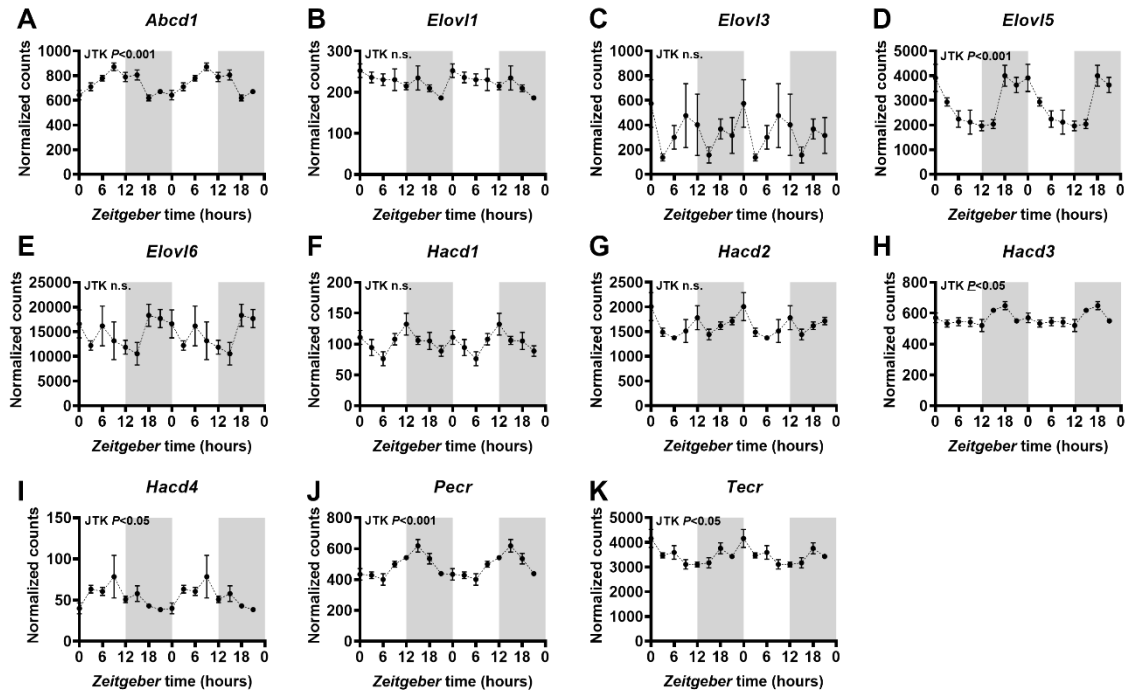

**Fig S9. Genes involved in fatty acid elongation show diurnal oscillations with peak expression around the onset of the light phase.** Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=4$  per time point), which were used to perform RNA-sequencing. Oscillation was assessed by JTK, and normalized counts of (A) ATP binding cassette subfamily D member 1 (*Abcd1*), (B) elongation of very long chain fatty acid protein (*Elovl1*), (C) *Elovl3*, (D) *Elovl5*, (E) *Elovl6*, (F) 3-hydroxyacyl-CoA dehydratase (*Hacd1*), (G) *Hacd2*, (H) *Hacd3*, (I) *Hacd4*, (J) peroxisomal trans-2-enoyl-CoA reductase (*Pecn*) and (K) trans-2,3-enoyl-CoA reductase (*Tccr*) were double plotted.

Table S1. Comparison of oscillation amplitudes of individual genes within clusters 3 and 4.

| Cluster 3            |          |     |      |         |                                            |
|----------------------|----------|-----|------|---------|--------------------------------------------|
| Gene                 | ADJ.P    | PER | LAG  | REL.AMP | Function                                   |
| <i>Nr1d1</i>         | 2.40E-12 | 24  | 7.5  | 1.03    | Core clock                                 |
| <i>B430219N15Rik</i> | 1.13E-05 | 21  | 10.5 | 0.73    | Long non-coding RNA                        |
| <i>Cntfr</i>         | 9.13E-06 | 21  | 10.5 | 0.71    | Cytokine binding                           |
| <i>Cyp2e1</i>        | 1.74E-04 | 21  | 12   | 0.68    | P450 pathway                               |
| <i>Ass1</i>          | 2.43E-09 | 21  | 10.5 | 0.66    | Arginine biosynthesis                      |
| <i>Gm5424</i>        | 1.60E-08 | 21  | 10.5 | 0.63    | Processed pseudogene                       |
| <i>Mt2</i>           | 4.38E-07 | 21  | 7.5  | 0.62    | Zinc and copper homeostasis                |
| <i>Ehhadh</i>        | 5.70E-05 | 21  | 6    | 0.62    | Peroxisomal beta-oxidation                 |
| <i>Nr1d2</i>         | 4.59E-14 | 21  | 10.5 | 0.62    | Core clock                                 |
| <i>Klf15</i>         | 1.18E-07 | 21  | 9    | 0.59    | Transcriptional regulator                  |
| Gene                 | ADJ.P    | PER | LAG  | AMP     | Function                                   |
| <i>mt-Nd1</i>        | 1.5E-07  | 21  | 7.5  | 58155.7 | Mitochondrial electron transport           |
| <i>mt-Nd5</i>        | 1.3E-03  | 21  | 9    | 45832.3 | Mitochondrial electron transport           |
| <i>mt-Cytb</i>       | 1.4E-02  | 21  | 9    | 40922.1 | Mitochondrial electron transport           |
| <i>mt-Nd2</i>        | 1.1E-03  | 21  | 6    | 39281.4 | Mitochondrial electron transport           |
| <i>Ucp1</i>          | 2.8E-03  | 24  | 7.5  | 7927.2  | Mitochondrial uncoupling of ATP production |
| <i>Acs1l</i>         | 2.4E-06  | 24  | 9    | 6460.3  | Intracellular lipolysis                    |
| <i>Atp1a2</i>        | 1.7E-05  | 21  | 9    | 4096.7  | Osmoregulation                             |
| <i>Prkar2b</i>       | 3.2E-05  | 21  | 9    | 3282.3  | Sympathetic signaling                      |
| <i>Pfkfb3</i>        | 3.7E-03  | 21  | 6    | 2016.6  | Stimulation of glycolysis                  |
| <i>Gpat4</i>         | 2.2E-08  | 24  | 9    | 1958.0  | Lipogenesis                                |
| Cluster 4            |          |     |      |         |                                            |
| Gene                 | ADJ.P    | PER | LAG  | REL.AMP | Function                                   |
| <i>Dbp</i>           | 4.20E-17 | 21  | 10.5 | 1.21    | Core clock                                 |
| <i>Per2</i>          | 2.53E-15 | 21  | 15   | 0.93    | Core clock                                 |
| <i>Per3</i>          | 3.75E-12 | 24  | 13.5 | 0.75    | Core clock                                 |
| <i>Ciart</i>         | 1.60E-08 | 21  | 12   | 0.72    | Core clock transcription factor            |
| <i>Nnat</i>          | 2.95E-04 | 21  | 12   | 0.68    | Glycogen metabolism                        |

| <i>Tef</i>     | 1.37E-11 | 24  | 13.5 | 0.63    | Transcription factor                  |
|----------------|----------|-----|------|---------|---------------------------------------|
| <i>Hlf</i>     | 2.13E-10 | 24  | 12   | 0.62    | Transcription factor                  |
| <i>Gm45909</i> | 4.38E-07 | 21  | 13.5 | 0.61    | <i>To be experimentally confirmed</i> |
| <i>Usp2</i>    | 8.69E-09 | 24  | 13.5 | 0.61    | Cell cycle regulation                 |
| <i>Lep</i>     | 3.78E-06 | 21  | 16.5 | 0.61    | Hormone                               |
| Gene           | ADJ.P    | PER | LAG  | AMP     | Function                              |
| <i>Lpl</i>     | 2.4E-06  | 21  | 12   | 18714.7 | Extracellular lipolysis               |
| <i>Car3</i>    | 2.1E-03  | 21  | 12   | 13382.4 | Acid-base homeostasis                 |
| <i>Dgat2</i>   | 7.4E-06  | 21  | 12   | 10019.0 | Lipogenesis                           |
| <i>Glul</i>    | 5.1E-08  | 21  | 15   | 9908.9  | Glutamine biosynthesis                |
| <i>Pnpla2</i>  | 1.5E-07  | 24  | 13.5 | 4870.4  | Intracellular lipolysis               |
| <i>Cidec</i>   | 7.2E-07  | 21  | 13.5 | 4264.1  | Lipid storage                         |
| <i>Ces1d</i>   | 3.4E-07  | 24  | 18   | 3700.6  | Intracellular lipolysis               |
| <i>Plin4</i>   | 3.7E-03  | 24  | 13.5 | 2663.3  | Intracellular lipolysis               |
| <i>Tef</i>     | 1.4E-11  | 24  | 13.5 | 2650.3  | Transcription factor                  |
| <i>Slc1a5</i>  | 3.0E-04  | 21  | 15   | 2260.5  | Amino acid metabolism                 |

Interscapular brown adipose tissue samples were collected from chow-fed male C57BL/6J mice at 3-hour intervals throughout a 24-hour period to produce eight time points in total ( $n=4$  per time point), which were used to perform RNA-sequencing. Oscillation was assessed by JTK, and hierarchical clustering of standardized residuals (Z-scores) of all oscillating ( $P<0.05$ ) genes was performed (Fig 1). Genes within cluster 3 and 4 were sorted by amplitude (AMP) and relative amplitude (REL.AMP), and period (PER), phase lag (LAG, *i.e.* hours from ZT0 to peak) and AMP of top 10 hits are presented. 

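In JTK-cycle output, ADJ.P is the P value of the best-fitting combination of period and phase, multiplied by the number of combinations tried for that gene. PER is the period of that combination and LAG its phase, so that both take only values on the grid that was tried. AMP is in the unit of the measurement, here normalized counts, and therefore grows with the expression level of a gene. REL.AMP divides it by the level of the gene, so genes expressed at low levels can rank high on REL.AMP and low on AMP. The LAG values of Lpl and of the lipid storage and lipolysis genes in this table were the expression times with which the LAG of PPARγ binding was compared.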

ADJ.P, adjusted  $P$  value; *Acs1l*, acyl-CoA synthetase long chain family member 1; *Ass1*, argininosuccinate synthase 1; *Atp1a2*, ATPase  $\text{Na}^+/\text{K}^+$  transporting subunit alpha 2; *Car3*, carbonic anhydrase 3; *Ces1d*, carboxylesterase 1 D; *Ciart*, circadian associated repressor of transcription; *Cidec*, cell death inducing DFFA like effector C; *Cntfr*, ciliary neurotrophic factor receptor; *Cyp2e1*, cytochrome P450 family 2 subfamily e member 1; *Dbp*, D-box binding PAR BZIP transcription factor; *Dgat2*, diacylglycerol O-acyltransferase 2; *Ehhadh*, enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase; *Glul*, glutamate-ammonia ligase; *Gpat4*, glycerol-3-phosphate acyltransferase 4; *Hlf*, HLF transcription factor, PAR BZIP family member; *Klf15*, Kruppel like factor 15; *Lep*, leptin; *Lpl*, lipoprotein lipase; *Mt2*, metallothionein 2a; *mt-Cytb*, mitochondrially encoded cytochrome B; *mt-Nd*, mitochondrially encoded NADH:ubiquinone oxidoreductase core subunit; *Nnat*, neuronatin; *Nr1d*, nuclear receptor subfamily 1 group D member; *Per*, period circadian regulator; *Pfkfb3*, 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3; *Plin4*, perilipin 4; *Pnpla2*, patatin like phospholipase domain containing 2; *Prkar2b*, protein kinase cAMP-dependent type II regulatory subunit beta; *Slc1a5*, solute carrier family 1 member 5; *Tef*, tef transcription factor, PAR BZIP family member; *Ucp1*, uncoupling protein 1; *Usp2*, ubiquitin specific peptidase 2.

How the deposited data were processed for this re-analysis (not part of the article)

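PPARγ ChIP-sequencing was performed on iBAT of male C57BL/6J mice pooled at 8 time points, with 1 library per time point. Samples were matched to time points by their labels and the methods of the paper. The input library of ZT12 was left out because no column of the count table was matched to it, and the RNA-sequencing and lipidomics experiments of the paper were not analysed here.

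The authors mapped the reads to mm10 (GRCm38) with BWA-MEM, called peaks with MACS2, kept peaks significant at a false discovery rate under 0.05 in at least 6 libraries and counted reads per peak with HTSeq-count. The deposited values are these counts, whole numbers that the authors did not normalize. The text of the paper does not describe how duplicate reads were handled, which would change the counts. Between 29572225 and 34264812 reads per library were counted in peaks. The lower and upper quartile of the mean count per peak were 111 and 529, so counting error is larger for weak peaks than for strong ones. Wilson intervals at 95% were calculated for single counts relative to the library total. They cover counting error only and not the differences between mice, pools or preparations, which cannot be estimated with 1 library per time point.

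From the counts, normalization factors were calculated with edgeR 4.0.16 (TMM) in R 4.3.3. JTK-cycle was calculated with a new implementation in Python 3.11.15, because the MetaCycle package was not installed. It uses the exact null distribution of the Jonckheere-Terpstra-Kendall statistic, periods of 21 and 24 h and a Bonferroni correction over 15 combinations of period and phase per peak. The LAG among equally good combinations was chosen by the Hodges-Lehmann amplitude, a rule adopted after comparison with the LAG and amplitude values in the paper's supplementary table. Peaks with an adjusted P value under 0.05 are called oscillating, as in the paper. Benjamini-Hochberg q values were calculated over all 66066 peaks. A 24-h cosine was fitted by edgeR's quasi-likelihood method (glmQLFit and glmQLFTest, cosine and sine terms tested together), with a common dispersion of 0.0116. As no time point is replicated, departures from the cosine serve as the spread in this test.

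Both procedures were tested on simulated data of 5000 peaks, drawn from the means and library sizes of the real data, of which 200 oscillated with a relative amplitude of 0.5 at a dispersion of 0.01. JTK-cycle recovered 163 of the 200 (81.5%) and called 77 flat peaks (1.60%), with a median error of the LAG of 1.12 h. The edgeR cosine recovered 200 of 200 and called 12 flat peaks (0.25%), with a median error of 0.278 h. The median relative amplitude of the real oscillating peaks, 18.6%, is below the simulated one, so these shares do not measure recovery at such amplitudes. No trend with peak strength was simulated, and for JTK-cycle the simulated counts were divided by library totals without TMM factors.

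Peaks were assigned to the nearest start site of curated RefSeq transcripts of GRCm38, and to an exon, intron or intergenic place by their centre. DR1 elements were searched on both strands of each peak's sequence, with up to 2 mismatches among 12 fixed bases. Python packages were numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and limma 3.58.1 and DESeq2 1.42.0 were used for alternatives. The peaks to be named were fixed in advance as those plotted in Figs. S4, S6 and S7, the 5 oscillating peaks with the largest relative amplitude and a mean normalized count of at least 100, and the peaks assigned to Angptl4, Angptl8, Pparg, Cebpa, Nr1d1, Dbp, Per2, Ucp1 and Cidec.

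The alternatives were division by library totals only, DESeq2's size factors, edgeR's upper-quartile factors, cyclic loess normalization, a period of 24 h only, each library left out in turn, 2 filters on low counts, stricter thresholds, DESeq2's likelihood ratio test of the cosine and a limit of 10 kb for the start site. TMM was the main setting, taken from the statement in the paper that edgeR was used. When the P values from JTK differed from those in the paper's supplementary table, further ways to normalize were tried, so that 13 in all were compared with that table. These are raw counts, rounded normalized counts, edgeR's pseudo-counts under several settings and TMM counts corrected for GC content, and they were chosen after seeing the data. Gene ontology enrichment and the division of genes into clusters were not analysed here.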

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

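Of the tests in this part, only that of ChIP enrichment between libraries was chosen after the result was seen. The genes below were listed before the data were examined, as were the normalizations, thresholds and filters compared in the next part, except where stated otherwise.

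Oscillating PPARγ peaks were found at genes whose PPARγ peaks the text and figures of the paper do not discuss. With TMM-normalized counts and an adjusted JTK P value under 0.05, oscillating peaks numbered 1 of 2 assigned to Angptl4, 3 of 33 assigned to Pparg, 2 of 5 assigned to Cebpa, 4 of 5 assigned to Nr1d1, 1 of 1 assigned to Dbp, 3 of 5 assigned to Per2 and 4 of 8 assigned to Ucp1. Of the 5 peaks of Angptl8 and the 3 peaks of Cidec, 0 oscillated. Together, 18 of the 67 peaks of these 9 genes oscillated, compared with 11.6% of all 66066 peaks, and 1.86% of all orders of 8 values pass the threshold by chance. The share at Pparg is below that of all peaks. No control library was analysed here, and whether these genes differ from all peaks was not tested.

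When the peak with the smallest P value at each gene was compared, relative amplitude was largest at Nr1d1, which encodes the clock repressor REV-ERBα. Its peak on chromosome 11 from 98766520 to 98769787, centred 7224 bases from the start site, had the smallest exact adjusted P value the design allows (0.000744), a relative amplitude of 63.5% and a LAG of 7.5 h. The LAG was 7.5 h for each of the 4 oscillating Nr1d1 peaks. The peak of the clock-controlled gene Dbp, on chromosome 7 from 45703881 to 45708861, had a relative amplitude of 40.2% and a LAG of 9 h. At Ucp1, the smallest exact adjusted P value was also 0.000744, for a peak on chromosome 8 from 83260401 to 83261275, but with a relative amplitude of 5.51%. The oscillating Angptl4 peak, on chromosome 17 from 33772505 to 33785724, is among the strongest peaks, with a mean normalized count of 11943, and had a LAG of 6 h and a relative amplitude of 14.1%.

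A technical candidate explanation is that peaks shift between libraries according to their strength, with strong and weak peaks shifting differently. Cyclic loess normalization removes such shifts, and 11 of the 18 peaks (61.1%) still oscillated after it, compared with 76.2% of all oscillating peaks. The shift therefore does not account for most of these peaks. The 4 peaks of Nr1d1 and the peak of Dbp still oscillated, as did 2 peaks each of Pparg, Per2 and Ucp1. The peak of Angptl4 did not (exact adjusted P value 0.915), nor did either peak of Cebpa. Chance was examined only for all peaks together, not for the 18 peaks of these genes, for which it remains open. Of 100 orders of the libraries in time, the real one included, 1 gave as many oscillating peaks among all peaks as the real order, which had 7686, and the highest other order had 3696. For the edgeR cosine, 1 of 30 orders did so, and the highest other order had 308 peaks with an adjusted P value under 0.05. For the peaks that no longer oscillated after cyclic loess, a difference in ChIP enrichment between preparations remains. The share of counts in the strongest 10% of peaks was 1.09 times higher in the library with the highest share than in the one with the lowest, and with 1 library per time point this cannot be told apart from a change in binding with time. For the peaks of Nr1d1 and Dbp, a shift with peak strength is not the explanation, since they oscillated after cyclic loess. Binding there may follow the time of day, which remains a hypothesis because no time point has a replicate pool. In the paper's RNA-sequencing results, Nr1d1 expression has the same LAG as its 4 oscillating peaks. No other protein was measured to tell PPARγ binding there from chromatin that opens at active genes.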

How the results depend on the processing

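The comparisons with rounded counts, raw counts, pseudo-counts and GC-corrected counts were chosen after seeing the data. With library totals only, DESeq2's size factors, upper-quartile factors, cyclic loess, a period of 24 h only and a mean count of at least 100, the number of oscillating peaks stayed between 6592 and 9896, against 7686 with TMM. The filterByExpr filter removes only 3 peaks and could not move it. The number of peaks with a q value under 0.05 was 0 in each of these settings, compared with the 7686 peaks with TMM before adjustment over peaks. The coarse exact P values limit this number in each setting, so its being the same adds little. The threshold of 0.01 gave 3079 oscillating peaks, 1 of the 6 Lpl peaks and 2 of the 12 storage and lipolysis peaks, and an adjusted P value under 0.01 left 2243 of the 8842 peaks of the edgeR cosine. Start sites within 10 kb left 2257 of the 4924 genes with an oscillating peak.

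The most common LAG moved from 6 to 18 h with library totals only, and also with the rounded counts and pseudo-counts scaled by library totals. These settings leave out the TMM factors (0.959 at ZT6 and 1.04 at ZT18), which lowers each count at ZT6 and raises it at ZT18 relative to TMM. It stayed at 6 h with DESeq2's size factors, upper-quartile factors, cyclic loess and a period of 24 h only. The share of oscillating peaks with a LAG between 3 and 9 h was 42.8% with TMM and 26.7% with library totals only, and for a LAG from 13.5 h to before 21 h the shares were 41.7% and 56.8%. Raw counts gave 62.8% and 24.9%. Cyclic loess left 6 of the 12 storage and lipolysis peaks, and GC correction left 7. The cause of these losses was not tested.

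Across the 8 fits that each left out one library, the number of oscillating peaks ranged from 7432 to 10802 and the most common LAG from 6 to 15 h. Oscillating Lpl peaks numbered 1 to 6 and storage and lipolysis peaks 5 to 10. The edgeR cosine gave 3067 to 11203 peaks. With 7 time points, the smallest exact adjusted P value is 0.00595 and 2.38% of orders pass the threshold, so these numbers are not on the same footing as those from 8, and the 0 peaks with a q value under 0.05 in these fits show no stability, because so coarse a P value could pass only with far more peaks at it. The mean lead of binding over expression lay between 1.63 and 3.78 h with library totals only, DESeq2's size factors, upper-quartile factors, cyclic loess, a period of 24 h only, the cosine and the mean over genes, and between 1.88 and 2.63 h without 1 library. The LAG of the Lpl peaks stayed between 6 and 7.5 h, except for 9 h at the highest without ZT15 and a lowest value of 5.10 h in the edgeR cosine. For the 25 peaks named from figures or amplitude, 13 alternatives gave 325 values, of which 267 kept their side of the threshold, 54 lost it, 4 gained it and 0 moved their LAG to the opposite time of day. No paired analysis was possible because each time point has 1 library. The depth limits weak peaks most. For the Lpl peak in intron 5, the mean normalized count was 126.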

Differences from the paper's values

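No test in this part was chosen after the result was seen, except the settings named below as chosen after seeing the values. Among the 1999 peaks listed in the available part of the paper's supplementary table, the most common LAG of the oscillating peaks is 18 h in the paper's values and was 6 h here with TMM. With library totals only and with cyclic loess, the most common LAG among these peaks was 18 h. With DESeq2's size factors, upper-quartile factors and a period of 24 h only, it was 6 h. Rounded counts and pseudo-counts scaled by library totals, which were chosen after seeing the values, also gave 18 h.

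The number of oscillating peaks was 7686 with TMM, and the paper's number is 8153. It was 8123 with library totals only and 8148 with pseudo-counts scaled to library totals at a dispersion of 0.05, a setting chosen after seeing the values. None of the settings gave the paper's number exactly. Of the 253 peaks that the paper's table calls oscillating, 195 were called here with TMM, among 256, and 253 with library totals only, among 255. DESeq2's size factors also called 253 peaks, of which 190 are the paper's. The paper's P value was met exactly for 56.0% of the listed peaks with TMM, for 98.9% with library totals only and for 99.4% with the pseudo-counts at a dispersion of 0.05.

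The paper shows the Pnpla2 peak as oscillating, and its exact adjusted JTK P value was 0.0826 with TMM. It was 0.0826 with DESeq2's size factors and upper-quartile factors as well, and 1 with cyclic loess. With library totals only it was 0.0260, with a period of 24 h only it was 0.0440, and the peak was also called without the ZT12 library. The paper marks the Ces1d peak with its stricter threshold, and the exact adjusted P value was 0.0260 with TMM and 0.00595 with library totals only and with cyclic loess. The second Lpl peak upstream carries the stricter mark in the paper as well, and its exact adjusted P value was 0.0260 with TMM, library totals only, DESeq2's size factors and cyclic loess, and 0.00595 with upper-quartile factors. The Lpl peak that starts at 68864768 differed the other way, since the paper marks it only with its threshold of 0.05. Its exact adjusted P value was 0.00595 with TMM, DESeq2's size factors and upper-quartile factors. It was 0.0260 with library totals only and 0.212 with cyclic loess. For the mean lead of binding over expression, the paper's value is 2 h and the value with TMM was 2.5 h, and it was 2 h with library totals only, without ZT3 and without ZT9.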

Other observations

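The tests of the difference between strong and weak peaks, by GC content, width, DR1 elements, normalization and ChIP enrichment, and the correlation across libraries were chosen only after that difference was seen.

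Strong and weak peaks reached their estimated peak at different times of day. Among oscillating peaks in the strongest 10% by mean count, 79.8% of 1452 had a LAG between 3 and 9 h. Among peaks below the median strength this share was 28.6% of 3137, a difference of 51.1 percentage points, and 55.5% had a LAG from 13.5 h to before 21 h. A bias by GC content is one technical explanation, and after correction of each library for GC content the difference was 45.2 points. A bias by peak width is another, and within classes of equal width it averaged 78.4 points, although only 2 of the 5 classes had enough strong and weak peaks, with 371 and 35 weak ones. Neither of these removed the pattern. The choice of normalization cannot be told apart from it. With library totals only the difference was 45.0 points, but 1 factor per library cannot remove a trend with peak strength, and cyclic loess, which left 6.42 points, removes such a trend by construction.

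Reads from background, or from open chromatin without PPARγ, could also give this pattern. If peaks with a late LAG held more such reads, they would carry a DR1 element less often than peaks with an early LAG. A DR1 element was found in 38.3% of oscillating peaks with a LAG between 3 and 9 h, in 19.6% of those with a LAG from 13.5 h to before 21 h and in 23.0% of non-oscillating peaks. At equal strength and width, the late share was 0.619 times the early one, as this explanation predicts, and the ratio was 0.653 with cyclic loess. Relative to non-oscillating peaks of equal strength and width, the ratio was 1.27 for the early and 0.814 for the late peaks. The share of all counts in the strongest 10% of peaks varied 1.09-fold between libraries, and with 1 library per time point a change in enrichment between preparations cannot be told apart from a change in binding. Across the 8 libraries, this share rose with the number of reads counted in peaks, with Pearson's r of 0.815 (exact permutation test, two-sided, p = 0.0173) and Spearman's rho of 0.762 (exact permutation test, p = 0.0368). It was the only relation across libraries that was computed. Without the 2 libraries farthest from the median total, r was 0.596, so the relation rests partly on those. Each library is a different time of day, so library total and time cannot be separated. A candidate explanation for the early group is PPARγ binding at its own elements that is highest in the light phase, and for the late group background that makes up more of the reads when this binding is low, and both remain hypotheses.

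In the available part of the paper's RNA-sequencing table, genes with oscillating expression had oscillating PPARγ binding more often, and they also had more peaks. This part lists 1999 genes, of which 1998 could be matched. It does not hold all genes the paper tested, and whether the listed genes represent the others is unknown. Of the 869 with oscillating expression in the paper's values, 30.6% had an oscillating peak, 61.8% had only other peaks and 7.59% had none. Of the other 1129 genes, 22.1% had an oscillating peak, an odds ratio of 1.55. Genes with oscillating expression had 4.07 peaks on average and the others 3.04. Within classes of equal number of peaks the odds ratio was 1.13 (permutation test, p = 0.312). The odds ratio within these classes was 1.03 with library totals only, 1.23 with cyclic loess and 1.27 with start sites within 10 kb, with permutation p values of 0.798, 0.0940 and 0.0792. Much of the higher share may therefore come from the number of peaks per gene, while a smaller excess is not excluded.

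Across the genes matched in the same available part of the paper's table, the times of binding and expression were linked. For the 266 genes with oscillating expression and an oscillating peak, the difference between the paper's LAG of expression and the LAG of binding was concentrated, with a mean resultant length of 0.402 compared with a median of 0.0636 after binding times were shuffled over genes (permutation test, p = 0.0001, the smallest that 10000 shuffles can give). Binding led by 1.97 h on average, and by 1.63 h with library totals only, 2.41 h with cyclic loess and 2.37 h with start sites within 10 kb. This mean describes a broad distribution, since binding led by more than 0 and up to 6 h at 110 of the 266 genes (41.4%), and at 38.2% with library totals only. Binding at all these genes was measured in the same pools, so genes are not independent replicates. With cyclic loess, which removes shifts with peak strength, the mean resultant length was 0.383 compared with a shuffled median of 0.0621 (permutation test, p = 0.0001, again the smallest possible), so such shifts do not explain the link. No link between the times is thus unlikely for these pools, but no time point has a replicate, and no other protein was measured to tell PPARγ from chromatin that opens at active genes.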
